# Microbiota derived short chain fatty acids promote histone crotonylation in the colon through histone deacetylases

**DOI:** 10.1038/s41467-017-02651-5

**Published:** 2018-01-09

**Authors:** Rachel Fellows, Jérémy Denizot, Claudia Stellato, Alessandro Cuomo, Payal Jain, Elena Stoyanova, Szabina Balázsi, Zoltán Hajnády, Anke Liebert, Juri Kazakevych, Hector Blackburn, Renan Oliveira Corrêa, José Luís Fachi, Fabio Takeo Sato, Willian R. Ribeiro, Caroline Marcantonio Ferreira, Hélène Perée, Mariangela Spagnuolo, Raphaël Mattiuz, Csaba Matolcsi, Joana Guedes, Jonathan Clark, Marc Veldhoen, Tiziana Bonaldi, Marco Aurélio Ramirez Vinolo, Patrick Varga-Weisz

## Abstract

The recently discovered histone post-translational modification crotonylation connects cellular metabolism to gene regulation. Its regulation and tissue-specific functions are poorly understood. We characterize histone crotonylation in intestinal epithelia and find that histone H3 crotonylation at lysine 18 is a surprisingly abundant modification in the small intestine crypt and colon, and is linked to gene regulation. We show that this modification is highly dynamic and regulated during the cell cycle. We identify class I histone deacetylases, HDAC1, HDAC2, and HDAC3, as major executors of histone decrotonylation. We show that known HDAC inhibitors, including the gut microbiota-derived butyrate, affect histone decrotonylation. Consistent with this, we find that depletion of the gut microbiota leads to a global change in histone crotonylation in the colon. Our results suggest that histone crotonylation connects chromatin to the gut microbiota, at least in part, via short-chain fatty acids and HDACs.

## Abstract (web summary)

Histone post-translational modifications are known key regulators of gene expression. Here, the authors characterize histone crotonylation at histone H3 lysine 18 in intestinal epithelia and find that it is a highly dynamic cell cycle regulated mark under the regulation of the HDAC deacetylases.

## Introduction

Histone post-translational modifications (HPTMs) are fundamental regulators of gene expression and are tightly controlled by enzymes that respond to the availability of metabolic precursors^1^. Histone acetylation is a well-studied HPTM usually linked to active genes and is added to various lysine groups of histones by histone acetyltransferases (HATs) and removed by histone deacetylases (HDACs). More recently, various longer chain acylations of histones have been characterized, including crotonylation^2^, butyrylation^3, 4^, and hydroxybutyrylation^5^. These acylations have been linked to cellular metabolism, because they reflect the availability of the short-chain fatty acids (SCFAs) and their coenzyme A adducts in the cell^5, 6^ (reviewed in refs. ^7, 8^). This has been demonstrated by introducing crotonate (2-butenoate), an SCFA moiety produced intracellularly as an intermediate of metabolic processes^2, 6, 9, 10^, to the cell culture media which affects histone crotonylation levels. Histone crotonylation reprograms the functionality of nucleosomes, setting it apart from histone acetylation, by favoring interactions with a specific set of chromatin modifiers^9–12^.

A link between cellular metabolism, SCFAs, and transcriptional regulation is particularly relevant in the intestine where microorganisms break down complex carbohydrates to SCFAs such as acetate, propionate, and butyrate^13, 14^. SCFAs are an important component of normal gut physiology by providing a major energy source for the colon epithelial cells^15^. They also affect cellular functions and modulate immune responses, in part by affecting gene expression and the epigenome through inhibiting HDACs^14, 16^. Here, we explore histone crotonylation in intestinal epithelial cells and show that histone H3 lysine 18 crotonylation (H3K18cr) is readily detectable in this tissue and that histone crotonylation is regulated by class I HDACs. Our findings suggest that histone crotonylation connects chromatin structure to the gut microbiota via HDACs and SCFAs.

## Results

### Histone crotonylation abundance in the intestine

Western blot analysis of the level of histone crotonylation in several tissues (colon, brain, liver, spleen, kidney) using the antibodies against crotonyl-lysine and H3K18cr indicates that the greatest levels of histone crotonylation are in colon and, interestingly, brain among the tissues analyzed (Fig. 1a). An approximately 70 kDa protein in the brain extract is recognized by the antibody against crotonyl-lysine, indicating the presence of a crotonylated non-histone protein in the brain.

**Fig. 1:**
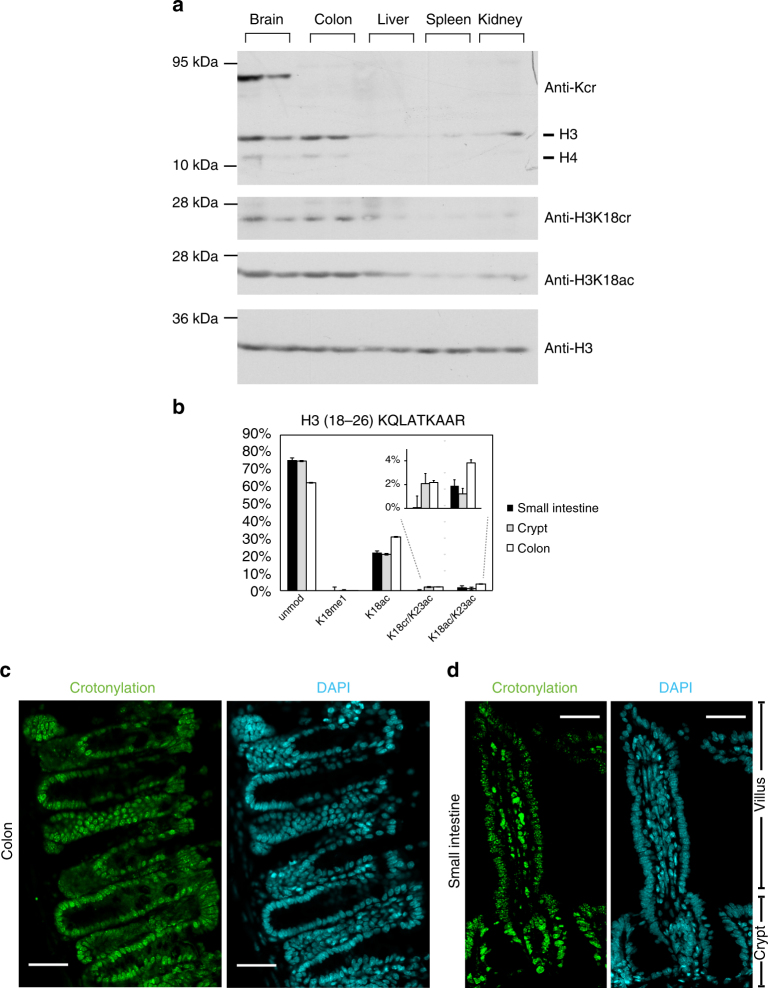
Histone crotonylation is found in the intestine. **a** Western blot analysis of whole cell extracts from several mouse tissues using indicated antibodies shows that histone crotonylation is particularly abundant in the brain and colon; the analysis of tissues from two mice is shown. **b** Relative abundance of H3K18cr in the intestinal epithelium cell fractions, *n* = 3, error bars are standard deviation. **c**, **d** Immunofluorescence microscopy with anti-pan crotonyl antibody (green, left panels) and DAPI counterstaining (cyan, right panels) of a mouse colon (**c**) and small intestinal (**d**) tissue sections, scale bars 40 μm

To characterize the pattern of histone H3 PTMs in intestinal cells, we analyzed small intestine epithelium, colon epithelium, and small intestine crypt-enriched fractions by LC-MS/MS (Supplementary Fig. 1, LC-MS: liquid chromatography-mass spectrometry). This analysis allowed the site-specific identification of 38 differentially modified peptides (Supplementary Table 1). Among them, we identified lysine methylation and acetylation combinations at several H3 peptides and increased levels of monomethylated H3K4 in both small intestinal crypt and colon fraction compared to the fraction from whole small intestine epithelium. Di- and tri-methylated H3K4 were below the detection limit, likely due to their low abundance (Supplementary Fig. 1 and Supplementary Table 1). Most interestingly, we identified histone lysine crotonylation at several histone H3 residues: K9, K14, K18, K27, and K56 (Table 1, Supplementary Fig. 2, and Supplementary Table 1). H3K18 crotonylation (H3K18cr), in association with H3K23 acetylation, was the most abundant histone H3 crotonylation mark in crypt and colon fractions (Fig. 1b, Supplementary Table 1), possibly suggesting that these two marks are co-regulated. H3 crotonylation abundance is overall rather low at K9, K27, and K56. Representative MS/MS spectra for all crotonylated peptides are displayed in Supplementary Fig. 2.

**Table 1:** List of K-crotonyl histone-modified peptides

Modified sequences	Modified sites	Gene names	Charge	*m*/*z*	RT	Score
K(cr)STGGK(*)APR	K9	HIST2H3	2+	507.7921	71.3	60.3
K(*)STGGK(cr)APR	K14	HIST2H3	3+	338.8639	72.9	33.4
K(cr)QLATKAAR	K18	HIST2H3	2+	550.3367	90.8	93.1
K(cr)QLATK(ac)AAR	K18	HIST2H3	2+	548.8273	91.0	89.1
K(cr)SAPATGGVKKPHR	K27	HIST2H3	3+	531.3110	85.4	39.7
YQK(cr)STELLIR	K56	HIST2H3	2+	659.8710	129.0	47.3

Summary of identified crotonylation sites on histone H3 from the crypt fraction of the small intestine using MS/MS analysis

*SI* small intestine, *cr* crotonylation, *ac* acetylation, (*) chemical alkylation

As immunostaining with anti-H3K18cr antibody did not work in our hands, we performed immunostaining of murine small intestine and colon using antibodies targeting crotonyl-lysine (anti-Kcr) and histone H4 crotonylated at K8 (anti-H4K8cr). This demonstrated the presence of these modifications in the nuclei of intestinal epithelium cells, especially in the proliferative crypt compartments (Fig. 1c, d, Supplementary Fig. 3 and 4). Western blot analysis of in vitro crotonylated or acetylated histones and of whole colon extracts confirmed specificity of the anti-Kcr, anti-H3K18cr, and anti-H3K18ac antibodies (Supplementary Fig. 5a, b).

### Genome-wide localization of H3K18cr in the colon epithelium

As we found that histone H3K18cr is the most abundant histone crotonylation mark in the intestine, we characterized it further by chromatin immunoprecipitation-sequencing (ChIP-seq). This analysis showed that H3K18cr is associated with transcription start sites (TSS) (Figs. 2a–d), similar to H3K4me3 (Fig. 2c), as has been shown before in macrophages^6^. 

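ChIP-seq sequences the DNA bound to immunoprecipitated chromatin, here with an antibody against H3K18cr, the crotonylated form of lysine 18 of histone H3. The colon epithelium data comprised 2 H3K18cr libraries with 2 input libraries, 3 libraries of H3K4me3 (histone H3 trimethylated at lysine 4, a mark of promoters) with 1 input library, and 3 RNA-seq libraries from 3 mice. The legend of Fig. 2 describes the ChIP-seq as done on cells of 2 mice, and the methods state that 3 colons were pooled for 3 ChIP experiments. The authors trimmed the ChIP-seq reads with Trim Galore, mapped them to the mouse genome GRCm38 with Bowtie2, removed duplicate reads and called peaks with the MACS peak finder in SEQMONK. They deposited 1 list of peaks for each mark, with every library counted over the whole list. The values are read counts multiplied by 1 factor per library, which scales each library to the largest one. In 100% of peaks the values were whole reads multiplied by that factor, so the reads themselves could be recovered. The H3K18cr libraries had 2190272 and 3451663 reads in peaks, and their inputs 1437984 and 1187019. The H3K4me3 libraries had between 1105419 and 2711830 reads in peaks (median 1523195), and their input 770954. The RNA-seq reads were mapped with HiSat2 and counted on genes by the authors, without normalization, with 8166406 to 10707901 counts per mouse (median 9701476). Peaks were placed relative to the 54376 TSS of protein-coding transcripts in the GENCODE M21 annotation of GRCm38. The ratio of ChIP to input was computed on the scaled read counts, after 1 was added to each. Shares of peaks are given with 95% Wilson intervals, which cover counting error only. With 2 H3K18cr libraries no test between libraries was made, and the replicates are given separately.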

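The authors' list held 30338 H3K18cr peaks, from 300 to 22350 bp wide (median 1500 bp). Of these, 11435 lay within 1 kb of a TSS, a share of 37.7% (Wilson interval 37.1 to 38.2). In 10 sets of random positions of the same widths, the share was 4.69% on average and ranged from 4.49% to 4.88%. Among the 27035 H3K4me3 peaks, 53.5% lay within 1 kb of a TSS (Wilson interval 52.9 to 54.1). The choice that moved the H3K18cr share most was restricting the list to the 15169 peaks with the higher ratio of ChIP to input, of which 53.9% lay within 1 kb of a TSS, against 21.5% of the other peaks. The median log2 ratio of ChIP to input was 1.17 in replicate 1 and 1.48 in replicate 2. In peaks near a TSS it was 1.36 and 1.68, and in the other peaks 1.08 and 1.38, so peaks near a TSS had the higher ratio in each replicate. The ratio of ChIP to input correlated weakly between replicates across peaks (Pearson r = 0.333), whereas the read counts correlated closely (r = 0.951). ChIP and input read counts were also correlated (r = 0.90 in each replicate), and peaks are not independent replicates. An H3K4me3 peak overlapped 12514 of the H3K18cr peaks by at least 1 bp (41.2%, Wilson interval 40.7 to 41.8), compared with 3.61% of random positions. The overlap was 90.2% for H3K18cr peaks near a TSS and 11.6% for the others. In the reverse direction, 45.7% of H3K4me3 peaks overlapped an H3K18cr peak. Across the overlapping peaks the read counts of the 2 marks had a Spearman correlation of 0.407. Among the peaks with the highest mean scaled H3K18cr read counts were those at Hjurp (chromosome 1, 88272451 to 88292700 of GRCm38) and Cdx2 (chromosome 5, 147298501 to 147318300), each within 1 kb of a TSS of that gene. Their scaled read counts were 2738 and 3288 in the H3K18cr replicates at Hjurp, and 1778 and 2973 at Cdx2. The log2 ratio of ChIP to input was 1.84 and 2.42 at Cdx2. At Hjurp it was 0.24 and 0.32, with 2315 and 2633 scaled reads in the input libraries. The paper states that H3K18cr is associated with TSS and that H3K4me3 is similar in this.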

To investigate the link between H3K18cr and transcription, we performed RNA-sequencing (RNA-seq) on colon epithelial crypts and found higher gene expression levels associated with increased H3K18cr enrichment over TSS (Fig. 2e). 

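The expression bins were formed from the 13780 protein-coding genes that had a TSS and a length in the annotation and at least 1 count in a colon library. Expression was the mean CPM of the 3 libraries, divided by the gene length. In the 0–25 percentile bin of expression (3445 genes), 24.2% of genes had an H3K18cr peak within 1 kb of a TSS. This share was 76.8% in the 25–50 percentile bin, 91.1% in the 50–75 percentile bin and 94.3% in the 75–100 percentile bin. Within the highest bin it was 94.1% for the 1378 genes of the 90–100 percentile and 87.7% for the 138 genes of the 99–100 percentile. Of these 138 genes, 17 had no peak, 6 of them on the mitochondrial genome. Among genes with a peak, the median scaled read count rose from 104 in the lowest bin to 137, 172 and 205 in the next 3 bins. It reached 229 in the 90–100 percentile and 272 in the 99–100 percentile. The median log2 ratio of ChIP to input rose less, from 1.36 in the lowest bin to 1.65 in the 75–100 percentile and 1.69 in the 99–100 percentile. Median peak widths rose as well, from 1350 bp to 2550 bp. Across the 9869 genes with a peak, H3K18cr read count and expression had a Spearman correlation of 0.324. Single pairs of a ChIP-seq and an RNA-seq library gave values between 0.307 and 0.330 (SD 0.0109, n = 6 pairs), and genes are not independent replicates. Dividing by the input moved the correlation most, to 0.186.

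**Figure D1:**
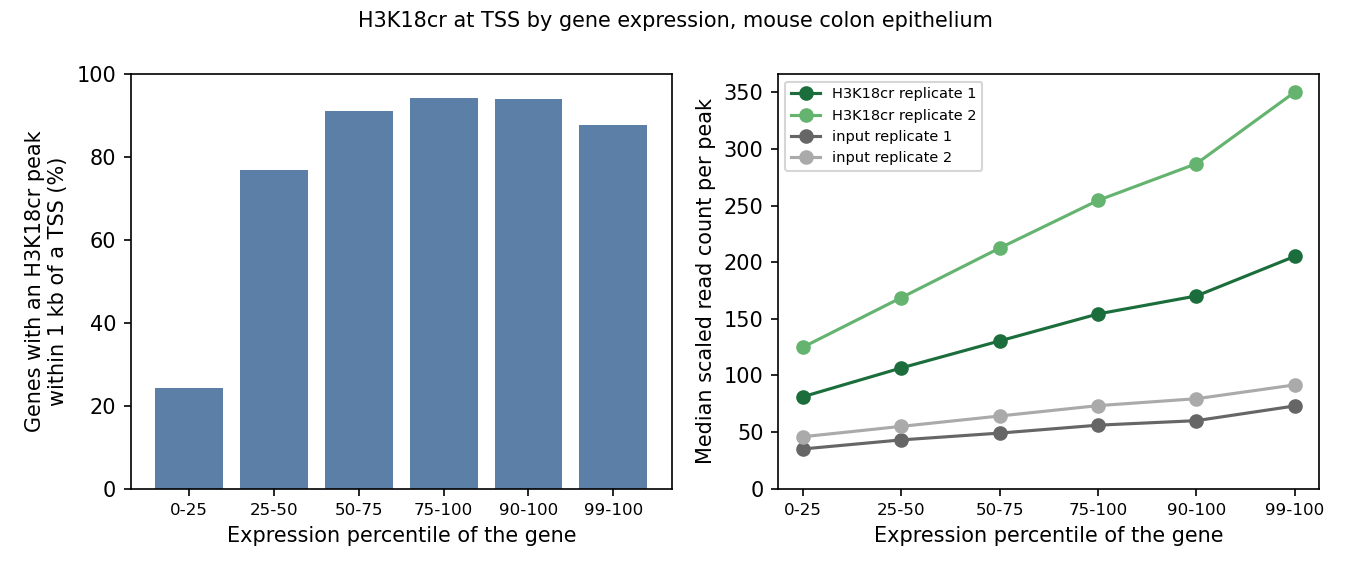
Left, share of genes with an H3K18cr peak within 1 kb of a TSS (bars, in percent) by percentile of length-corrected expression in mouse colon epithelium. Right, median scaled read count per peak in each bin for the H3K18cr replicates and their inputs (lines). The share rises from 24.2% to 94.3% from the 0–25 to the 75–100 percentile bin and is 87.7% in the 99–100 percentile, and read counts rise in the H3K18cr and in the input libraries.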

KEGG pathway analysis of genes with high levels of H3K18cr over their TSS highlights various pathways, in particular several involved in cancer, suggesting that deregulation of histone crotonylation may be linked to cancer (Fig. 2f, Supplementary Fig. 6).

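The KEGG gene lists were not used here. In their place a list of 40 colorectal cancer genes was written by hand, with members of the Wnt, TGF-beta, RAS-MAPK, PI3K, mismatch repair and apoptosis pathways. All 40 genes had an H3K18cr peak within 1 kb of a TSS. Of these, 20 (50.0%) had a peak in the highest 10% of H3K18cr peaks by read count, compared with 19.4% of the 9829 other genes with a peak. The odds ratio was 4.16 (Fisher's exact test across genes, two-sided, p = 1.4e-05), and genes are not independent replicates. In 10000 random lists matched on mean expression the median number of genes in the highest 10% was 11, and 0.16% of these lists had as many as 20. Smad3 (chromosome 9, 63753001 to 63763500 of GRCm38) had the highest mean scaled read count of the list, 917, followed by Tcf7l2 (chromosome 19, 55739551 to 55746300) with 723 and Jun (chromosome 4, 95049001 to 95054250) with 638. These genes were picked after their values were seen. Peaks of the list genes were wider than those of the other genes, with a median of 2550 bp against 1800 bp. Ranked by the ratio of ChIP to input instead, 47.5% of the list genes were in the highest 10%, compared with 23.7% of the other genes (Fisher's exact test, two-sided, p = 0.00112). From the cancer pathways among genes with high H3K18cr over their TSS, the paper proposes a link between deregulated histone crotonylation and cancer.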

**Fig. 2:**
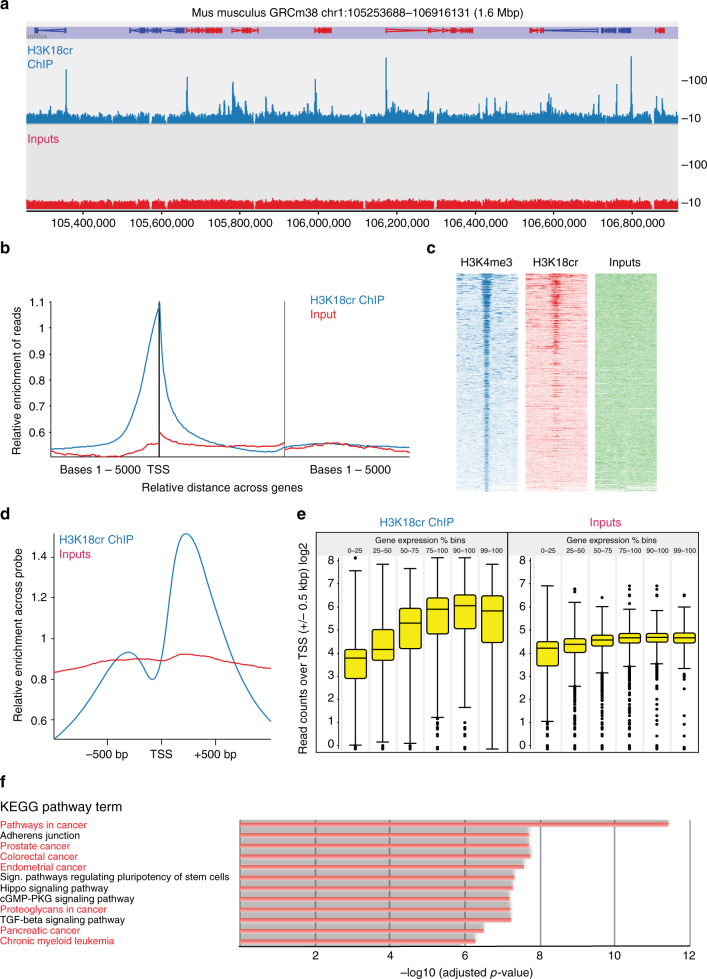
H3K18cr ChIP-seq from colon epithelium analysis. ChIP-sequencing on isolated colon epithelial cells from two mice. **a** Browser view of a segment from chromosome 1 showing a representative profile of the distribution of H3K18cr peaks with relationship to genes. Relative enrichment of the combined replicate sets of ChIP and input in linear scale are shown, probes are 500 bp, 250 bp overlap. **b** Average distribution of ChIP-seq normalized read counts with relation to genes shows that histone H3K18cr is highly enriched over transcription start sites (TSS) in colon epithelial cells. **c** Link between H3K4me3 and H3K18cr, using MACS peak quantification and an aligned probe plot. Probes were ranked according to H3K4me3 signal strength and span 5 kbp around MACS peaks. **d** Average distribution of reads in linear scale with relation to genes' TSS, showing enrichment over these sites. **e** Relationship between H3K18cr enrichment over TSS and mRNA levels of the corresponding genes from cells isolated from the mouse colon epithelium were quantified using mRNA-seq (three biological replicates) and the normalized read counts over genes were divided into percentile bins as indicated, from lowly expressed genes (0–25 percentile) to very highly expressed genes (99–100 percentile). H3K18cr over TSS ±0.5 kbp of genes belonging to the expression bins was quantified and is shown in box-whisker plots. **f** KEGG pathway terms and their adjusted *p*-values of significance of genes with the highest 10 percentile H3K18cr associated (MACS) peaks. Only results with –log_10_(*p*) > 6 are shown, see Supplementary Fig. 6 for all results. Cancer pathways are highlighted (red terms)

### Microbiota and histone crotonylation in the mouse colon

As histone crotonylation has been linked to cellular metabolism and we found it to be relatively abundant in the gut, we hypothesized that this modification may be linked to the SCFAs that are generated by intestinal microbiota, especially in the colon. Treatment of mice for 3 days with a cocktail of antibiotics led to a reduction of the bacterial load (Suppl. Figure **7**a) and a reduction of SCFAs in colon luminal content and serum (Fig. 3a). This was linked to a noticeable global decrease of histone crotonylation in the colon tissue, which was particularly clear with histone H4K8 crotonylation but also for H3K18 and H4 crotonylation (as detected by the anti-Kcr antibody) (Figs. 3b, c). Interestingly, we found that the treatment with antibiotics was also linked to increased amounts of HDAC2 (Figs. 3d, c; changes in HDAC1 and HDAC3 levels were not consistent, Supplementary Fig. 7b).

**Fig. 3:**
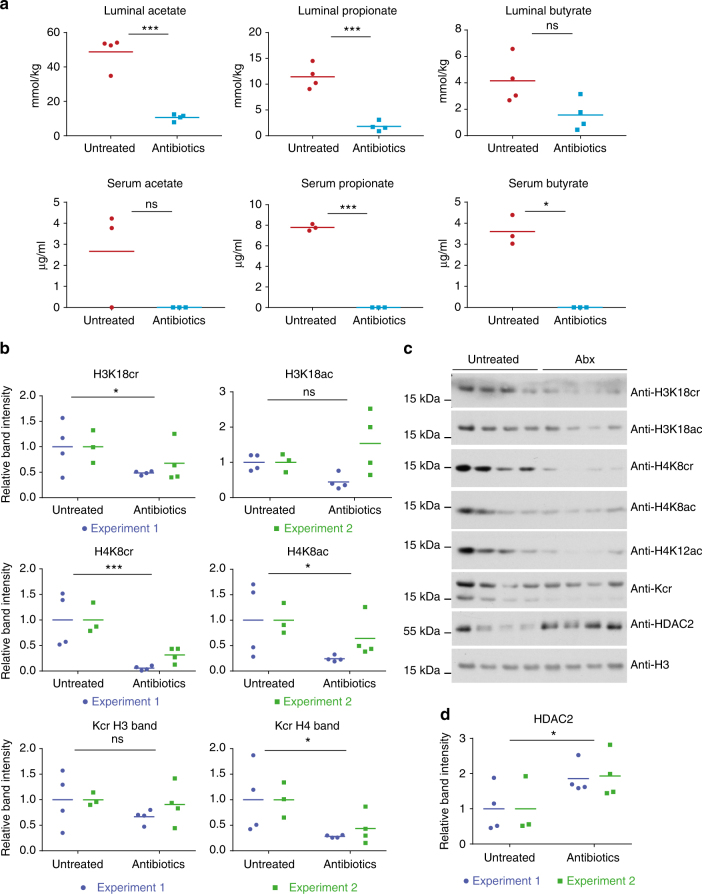
Microbiota depletion affects colonic histone crotonylation and HDAC2. Antibiotic treatment led to a decrease in luminal and serum SCFA levels in mice (*n* ≥ 3, from experiment 2). **a** Acetate, propionate, and butyrate concentrations were measured in the colon lumen and serum by gas chromatography. Unpaired *t*-tests were conducted, *p-value < 0.05 and ***p-value < 0.001. Values of zero were below detectable levels. **b** Quantifications of western blot analysis of colon extracts from untreated and treated mice, *n* ≥ 3. Experiments 1 and 2 are repeat experiments. Center values (small bar) are the average of the treatment group relative to the untreated group. Two-way ANOVA (two-tailed) was performed on quantified bands to compare the effect of treatment for both experiments together; * corresponds to a *p-*value of < 0.05 and *** corresponds to <0.001. The quantification showed a statistically significant decrease in H4 crotonylation as detected by the anti-Kcr antibody and in H4K8cr, H4K8ac, and H3K18cr levels upon antibiotics treatment. **c** Global changes in various colon histone crotonylation and acetylation marks and HDAC2 as seen in representative western blots of colon extracts, from experiment 1. **d** Two-way ANOVA was performed on quantified bands from western blotting analysis with anti-HDAC2. A statistically significant increase was observed (*p-*value < 0.05)

### SCFAs promote histone crotonylation

Next we investigated if the drop in SCFA concentration in the colon lumen and serum could account for the observed global reduction in histone crotonylation. When added to the media of human colon carcinoma cells (HCT116) and mouse small intestinal organoids, the SCFA crotonate promoted H3 and H4 crotonylation, thereby confirming previous findings^6^ (Fig. 4a, Supplementary Fig. 8a). We found that histone crotonylation is highly dynamic, being increased within 2 h of crotonate addition to the medium and lost within 1 h of wash out (Supplementary Fig. 8b). The chemically related SCFA butyrate, which is naturally present in the intestine, also promoted histone crotonylation at physiologically relevant concentrations, both in gut organoids and HCT116 cells (Fig. 4a, Supplementary Fig. 8c). Therefore, these in vitro observations are consistent with the idea that depletion of the microbiota leads to a decrease in histone crotonylation of the colon epithelium because of the drop in SCFAs.

**Fig. 4:**
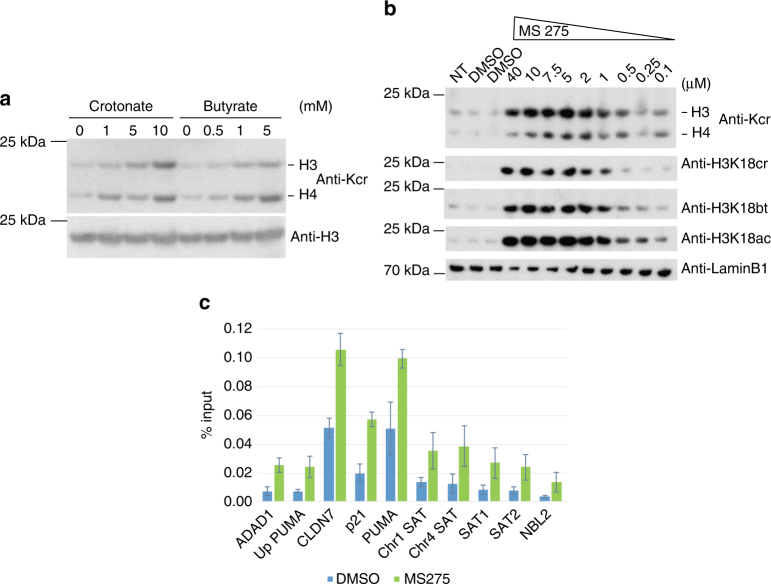
Butyrate and class I HDAC inhibition promote histone crotonylation. **a** Western blot analysis with indicated antibodies of whole cell extracts of small intestinal organoids treated for 48 h with indicated amounts of SCFAs. Representative western blot of two repeat experiments. **b** HCT116 cells were treated with MS275 or DMSO (vehicle) for 18 h, whole cell extracts collected, and analyzed by western blot using indicated antibodies; anti-Kcr: anti-crotonyl-lysine antibody, NT: not treated. **c** Increase in histone H3K18cr over promoters of indicated genes and repetitive, heterochromatic sites (alpha-satellite sequences, NBL2) upon MS275 treatment of HCT116 cells for 18 h. Summary of ChIP-qPCR data of three repeat experiments, error bars are SEM

### HDAC inhibitors upregulate histone crotonylation

Since butyrate is a well-known HDAC inhibitor^17^, we hypothesized that HDACs might regulate histone crotonylation and their inhibition explains the increase in histone crotonylation upon butyrate treatment. We found that other HDAC inhibitors are also able to promote histone crotonylation in HCT116 cells, including trichostatin A (TSA), the clinically relevant suberanilohydroxamic acid (SAHA), and valproic acid (VPA, Supplementary Fig. 9). MS275 (entinostat), a selective inhibitor of class I HDACs, which has been tested in various clinical trials^18^, significantly promoted histone crotonylation at sub-micromolar concentrations in HCT116 cells (Fig. 4b). This outcome cannot be explained by cross-reactivity of the anti-crotonyl antibodies to acetylated histones^6^ (Supplementary Fig. 5). A ChIP-qPCR for H3K18cr observed a significant increase in enrichment upon MS275 treatment in different genomic loci including repetitive regions, suggesting that class I HDAC inhibition leads to a spread of histone crotonylation into intergenic areas (Fig. 4c).

To investigate how HDAC inhibitors change the distribution of histone crotonylation over the genome, we performed ChIP-seq analysis of H3K18cr and H3K18ac. This showed a relative decrease of read counts over TSS when HCT116 cells were treated with MS275 (Fig. 5a, b). This could be explained with an overall increase of these marks over the genome outside of the TSS regions. 

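HCT116 is a human colon carcinoma cell line, and MS275 inhibits class I HDACs. Cells were treated for 18 h with 5 µM MS275 or with DMSO as vehicle, and chromatin was immunoprecipitated with antibodies against H3K18cr or against the acetylated form of the same lysine, H3K18ac. Each mark had 3 libraries per treatment, numbered 1 to 3, and each treatment had 1 input library. The legend of Fig. 5b gives 3 replicates, while the methods state that 2 replicates of H3K18cr were used, so all 3 libraries are reported. The authors mapped the reads to the human genome GRCh38, removed duplicates, called 1 list of MACS peaks and quantified every library over it. The deposited values are the log2 of read counts that had been scaled to the largest library, and a peak without reads was set to 0.9 read. In 100% of peaks whole reads could be recovered from these values. Reads in peaks ranged from 3197649 to 5730094 for H3K18cr with DMSO (median 4034010) and from 2755164 to 3530311 with MS275 (median 3092335). For H3K18ac they ranged from 3430854 to 5122616 with DMSO (median 3942064) and from 2236551 to 3490047 with MS275 (median 3447421). The inputs had 1550122 reads in peaks with DMSO and 1374609 with MS275. The scaled reads in peaks still differ between libraries, so the authors' scaling keeps a change in the share of reads that fall in peaks. Scaling by TMM over the peaks removes such a change. Differences per peak were tested with limma on the deposited log2 values, with Benjamini-Hochberg adjustment and without pairing the replicates. The list held 40266 peaks with a median width of 1950 bp (300 to 132750 bp). Wider peaks had higher values (Pearson r = 0.949 across peaks between log2 width and log2 mean read count of the H3K18cr libraries with DMSO).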

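Of the 40266 HCT116 peaks, 12833 (31.9%, Wilson interval 31.4 to 32.3) lay within 1 kb of a protein-coding TSS in GENCODE 44. The scaled H3K18cr reads over these peaks summed to 2654190 ± 227464 with DMSO (SD, n = 3) and 1771223 ± 106663 with MS275 (SD, n = 3). For H3K18ac the sums were 2814587 ± 669636 with DMSO (SD, n = 3) and 1752143 ± 274933 with MS275 (SD, n = 3). Paired by replicate number, as in the paper's test, the log2 change in H3K18cr was −0.72, −0.68 and −0.35 in replicates 1, 2 and 3, with a mean of −0.58 (SD 0.20). In H3K18ac it was −0.10, −0.75 and −1.15, with a mean of −0.67 (SD 0.53), so the 3 replicates differed more than for H3K18cr. All 3 pairs were lower with MS275 for each mark (exact sign-flip test, two-sided, p = 0.25, the smallest p that 3 pairs allow). Without pairing, every MS275 library was below every DMSO library for each mark (exact permutation test, two-sided, p = 0.1, the smallest p that 3 against 3 allow). The choice that moved these values most was to express the sum as a share of the reads in all peaks. It gave mean log2 changes of −0.18 for H3K18cr and −0.22 for H3K18ac. The design written beforehand named this share, or that of all reads where given. As an alternative to the scaled sums it was run after the values were seen. Subtracting the scaled input, a choice set beforehand, moved them the other way, to −0.88 and −1.01. That share was between 48.7% and 49.8% with DMSO and between 43.3% and 43.6% with MS275 for H3K18cr. For H3K18ac it was between 49.9% and 53.7% with DMSO and between 43.2% and 45.7% with MS275. The median log2 change of single peaks was −0.54 at TSS and −0.08 elsewhere for H3K18cr, and −0.59 at TSS and −0.06 elsewhere for H3K18ac.
For H3K18cr, 9335 of the 38887 peaks tested passed an adjusted p of 0.05 (limma with Benjamini-Hochberg adjustment), 9241 lower and 94 higher with MS275. For H3K18ac, 6677 of 39258 peaks passed, 6574 lower and 103 higher. The size of the fall depends on the scaling, although most calls were lower with either scaling. After TMM scaling over the peaks, the median log2 change over all peaks went from −0.21 to 0.03 for H3K18cr and from −0.19 to 0.07 for H3K18ac. The share of called peaks that were lower then went from 99.0% to 86.7% for H3K18cr and from 98.5% to 76.0% for H3K18ac. Leaving out 1 replicate moved the H3K18ac calls to 11916 without replicate 1, 1 without replicate 2 and 879 without replicate 3. In the same order, the H3K18cr calls moved to 2940, 2102 and 15160. With the replicate number as a block, 10689 H3K18cr and 899 H3K18ac peaks were called. Among peaks with a mean of at least 50 reads, the largest falls in H3K18cr were at MORF4L2 (chromosome X, 103685251 to 103686900 of GRCh38), TUBGCP2 (chromosome 10, 133307701 to 133309500) and USP11 (chromosome X, 47232001 to 47234700). Their log2 changes were −1.74 (standard error 0.278, adjusted p = 6.0e-05 from the same limma test), −1.56 and −1.53. DESeq2 was run with its own size factors over the peaks, so it changed the scaling as well as the test. With it the fall at TUBGCP2 stayed called (adjusted p = 1.8e-05) and that at USP11 did not (adjusted p = 0.109). The largest rises were at ANK2 (chromosome 4, 113354401 to 113356950) and PRKCE (chromosome 2, 46116301 to 46118700), with log2 changes of 0.68 and 0.67 (adjusted p = 0.0380 and 0.0221 from the same limma test). Each of these rises was no longer called in at least 1 of the fits that left out a replicate. From the relative decrease over TSS the paper reasons that both marks could increase over the genome outside TSS, since ChIP-seq measures proportions.

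**Figure D2:**
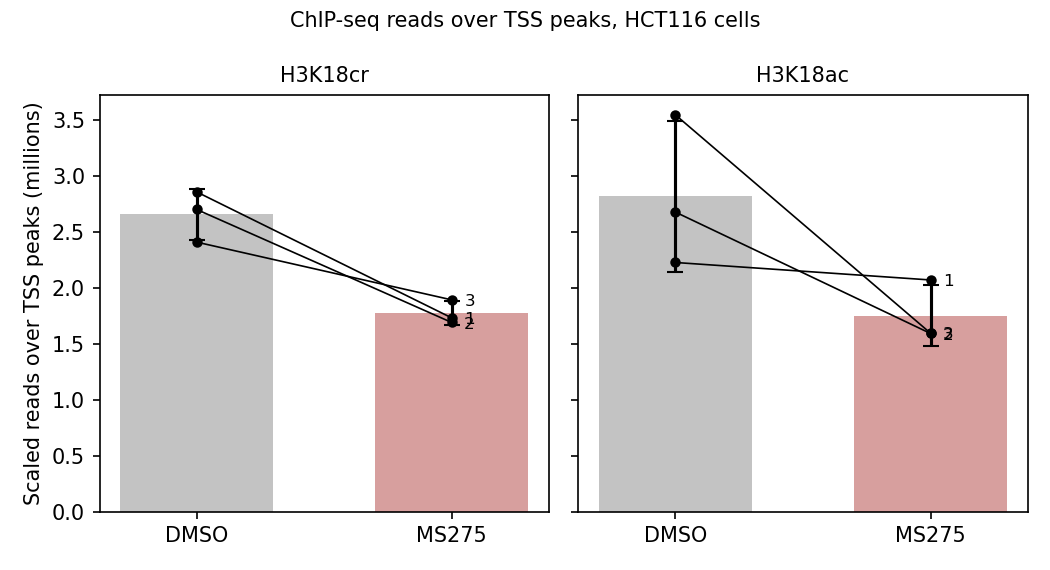
Scaled ChIP-seq reads summed over peaks within 1 kb of a TSS in HCT116 cells treated with DMSO or MS275. Bars are means with SD (n = 3), points are libraries, and lines join libraries of the same replicate number. Every line falls, least in H3K18ac replicate 1 (from 2225623 to 2069605 reads) and most in H3K18ac replicate 3 (from 3542951 to 1594704 reads).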

ChIP-seq measures the relative proportional distribution of a mark over the genome. If the proportional increase of H3K18cr over TSS is lower than the one outside of TSS, an increase of histone crotonylation over regions outside of TSS (which cover a much greater proportion of the genome than all TSS combined) will lead to an apparent proportional drop of this mark in TSS regions.

**Fig. 5:**
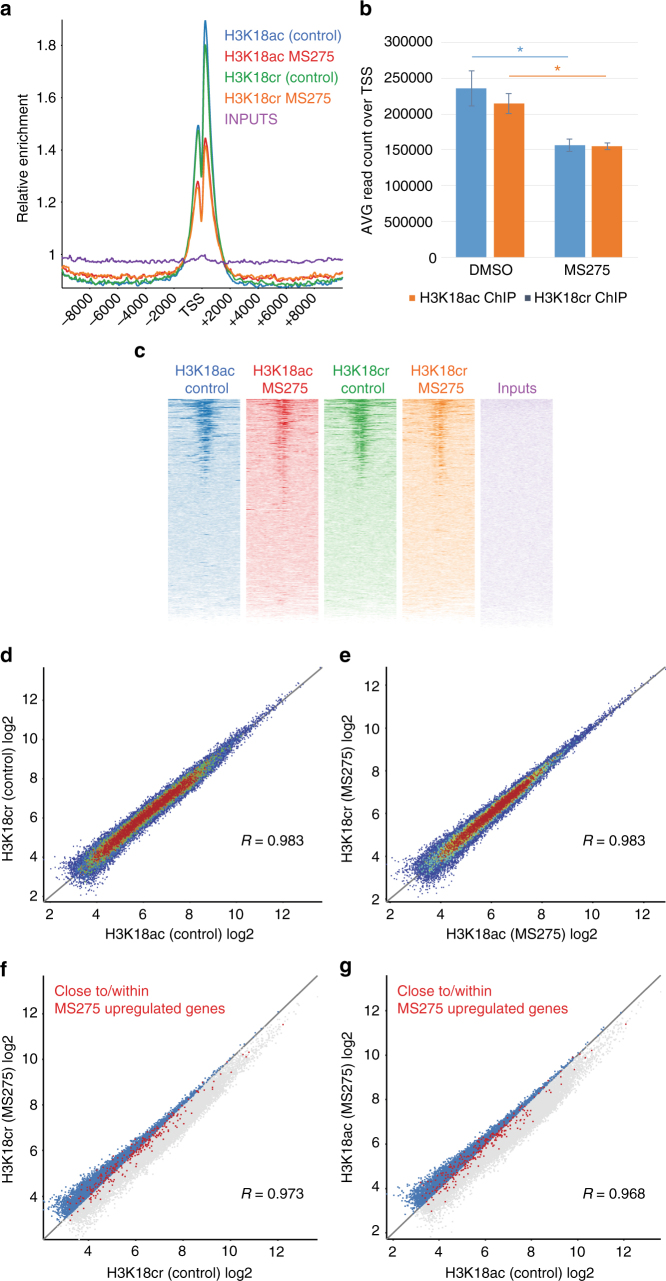
H3K18cr and H3K18ac ChIP-seq on MS275-treated HCT116 cells. **a** Probe trendplot over TSS (±10 kbp) of reads from H3K18ac and H3K18cr ChIP-seq on HCT116 cells with and without MS275 treatment; **b** H3K18cr and H3K18ac ChIP-seq analysis shows a relative decrease in these marks over TSS upon MS275 treatment, error bars are SEM, *n* = 3, *p* < 0.05, paired *t*-test; **c** aligned probe plots over TSS (±5 kbp) of reads from H3K18ac and H3K18cr ChIP-seq with and without MS275 treatment, aligned probes were ranked according to read counts in the H3K18cr/MS275 ChIP-seq. **d** Scatterplot of read counts of H3K18ac versus H3K18cr MACS peaks of control (vehicle treated) cells and **e** of H3K18ac versus H3K18cr MACS peaks of MS275-treated cells. **f** Read counts in H3K18cr MACS peaks from control cells versus MS275-treated cells. MACS peaks close (+2 kbp) and within upregulated genes are in red. **g** Read counts in H3K18ac MACS peaks from control cells versus H3K18ac, MACS peaks of MS275-treated cells, MACS peaks close (+2 kbp) and within upregulated genes are in red. MACS peaks that show an increase in H3K18cr (**f**) or H3K18ac (**g**) on MS275 treatment are in blue. For both H3K18cr and H3K18ac, there is a disproportionate larger number of MACS peaks linked to MS275-upregulated genes that also show an increase in H3K18cr (**f**) or H3K18ac (**g**) on MS275 treatment compared to those that show a decrease in these modifications (*p* < 0.0001, *χ*^2^ test)

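Read counts of the H3K18cr and H3K18ac libraries were compared across the 40266 peaks of the HCT116 list, as log2 of the mean scaled read count of the 3 libraries per group. The Pearson correlation was 0.984 in DMSO-treated cells and 0.984 in MS275-treated cells. Single libraries of the marks gave values from 0.957 to 0.967 with DMSO and from 0.945 to 0.962 with MS275. With DMSO, libraries of the same mark correlated at 0.958 to 0.976 for H3K18cr and at 0.9669 to 0.9686 for H3K18ac. With MS275 the values were 0.952 to 0.964 and 0.954 to 0.963. The H3K18ac replicates with DMSO were thus all slightly closer than the marks, whose highest value with DMSO was 0.9665. The other ranges for replicates overlapped those between marks and reached higher. H3K18cr in control cells and MS275-treated cells correlated at 0.974, and H3K18ac at 0.969. Peaks are not independent replicates, and all these values include differences in peak width and in background that the marks share. After division by the input, the correlations between marks were 0.908 with DMSO and 0.865 with MS275, and those between control and MS275-treated cells 0.30 for H3K18cr and 0.381 for H3K18ac. Within a treatment both marks were divided by the same input library, which alone makes the ratios correlate, while the treatments had separate inputs, so these values cannot be compared with each other. The log2 changes with MS275 of the marks correlated at 0.687 across all peaks and at 0.769 across the peaks with at least 10 reads in every library. When the difference between marks in the MS275 effect was tested itself, 0 of 40027 peaks passed an adjusted p of 0.05 (limma with Benjamini-Hochberg adjustment), and 727 had an unadjusted p under 0.05.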

Interestingly, H3K18cr and H3K18ac peaks correlate highly and occur at the same sites genome-wide in HCT116 cells, with or without MS275 treatment (Figs. 5c–e). 

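Expression was measured by RNA-seq in HCT116 cells treated with 5 µM MS275 or DMSO, with 4 libraries per treatment numbered 1 to 4. The paper gives 18 h for the ChIP-seq cells, and its RNA-seq methods state no treatment time. The authors deposited the number of reads on each gene, without normalization, and the paper names its mapping settings for mouse RNA-seq only. Counts per library ranged from 36312506 to 53415604 with DMSO (median 41990926.5) and from 35608533 to 41901925 with MS275 (median 40026806). Genes with too few counts for a test were removed with edgeR's filterByExpr, which left 14961 genes, and library sizes were normalized with TMM. Differences were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. The main test did not pair the replicates, since the paper's text names no test for these data. Libraries with the same replicate number deviated from their group means together, so a fit with the replicate number as a block was made as well.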

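Without the block, 1 of 14961 genes passed an adjusted p of 0.05 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and 987 had an unadjusted p under 0.05. The choice that moved this count most was the replicate block, with which 2151 genes passed, 1171 higher and 980 lower with MS275. A log2 fold change of at least 1 was reached by 228 of these, 212 higher and 16 lower. The gene that passed in both fits was PAG1 (chromosome 8, 80967810 to 81112068 of GRCh38), with 100 ± 18.4 normalized counts with DMSO (SD, n = 4) and 663 ± 115 with MS275 (SD, n = 4). Its log2 fold change was 2.72 (standard error 0.253, adjusted p = 0.00520 from the edgeR test without the block, 4.9e-05 with it) and it rose in 4 of 4 pairs. Without the block, the adjusted p of PAG1 was 0.435 without replicate 1, 0.429 without replicate 2 and 0.125 without replicate 4 (edgeR test). Among the 490 genes that passed with the block, had a mean of at least 100 counts and did not overlap between groups, NCAM1 rose most, by a log2 fold change of 3.05 (adjusted p = 0.000613 from the blocked edgeR test), followed by AMIGO2 with 2.83 and EFR3B with 2.77. AMIGO2 and EFR3B had 0 counts in DMSO replicate 3, where their fold change depends on the prior count. Among the same genes MKX fell most, by −1.40 (adjusted p = 6.6e-05 from the blocked edgeR test), followed by AC091729.9 with −1.10 and JADE2 with −1.09. CDKN1A, which encodes p21, had 7907 ± 1275 normalized counts with DMSO (SD, n = 4) and 9625 ± 1770 with MS275 (SD, n = 4). The log2 fold change of CDKN1A was 0.28 (adjusted p = 0.870 from the edgeR test without the block, 0.0167 with it), and it rose in 4 of 4 pairs. BBC3, which encodes PUMA, had a log2 fold change of −0.65 (adjusted p = 0.763 from the edgeR test, 0.00865 with the block) and rose in 0 of 4 pairs. CLDN7 changed by −0.23 (adjusted p = 0.896 from the edgeR test, 0.0385 with the block). The class I HDAC genes passed in neither fit, with log2 fold changes of 0.07 for HDAC1, −0.07 for HDAC2 and 0.14 for HDAC3. ADAD1 had 0 reads in the 8 libraries together, a count that allows up to 3 reads in all.

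**Figure D3:**
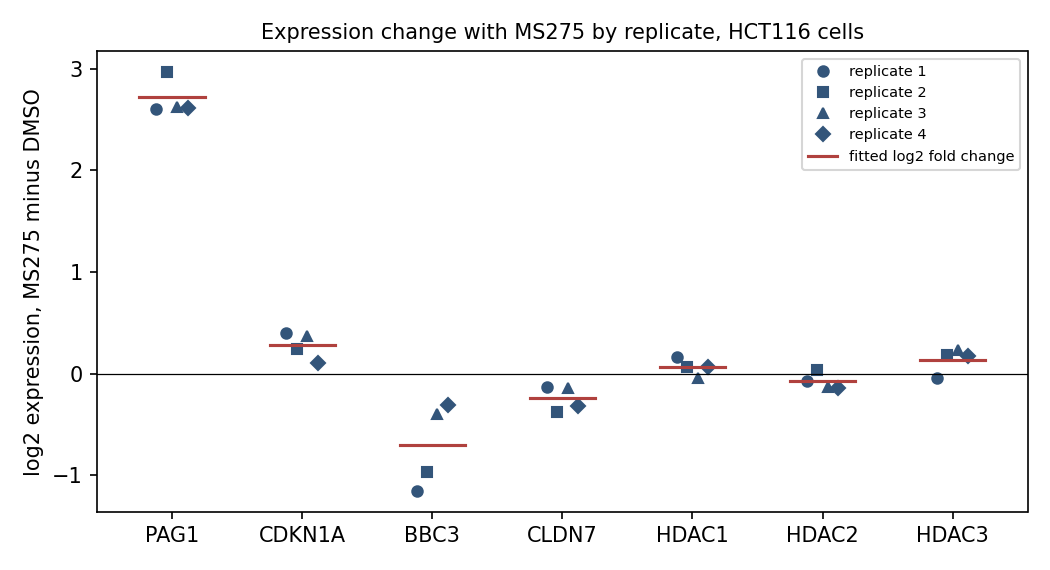
Difference in log2 expression between MS275 and DMSO within each replicate number (points, 4 per gene) in HCT116 cells, with the log2 fold change of the fit with the replicate block (lines). PAG1 lies above 0 by more than its spread, BBC3 and CLDN7 lie below 0 in 4 of 4 pairs, and the points of HDAC1, HDAC2 and HDAC3 lie on either side of 0.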

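Peaks within a gene or up to 2 kb from it were assigned to that gene, following the legend of Fig. 5f. A gene counted as upregulated at an adjusted p under 0.05 (edgeR with Benjamini-Hochberg adjustment) and a log2 fold change of at least 1. Without the replicate block this left PAG1, with 4 peaks. For the odds ratios of peaks, 0.5 was added to each cell of the table, since 4 of 4 gives no finite ratio. Mean H3K18cr rose with MS275 in 4 of these 4 peaks, compared with 29.6% of the 40262 other peaks (odds ratio 21.4, two-sided Fisher's exact test across peaks, p = 0.00766). Mean H3K18ac rose in 3 of 4, compared with 31.5% (odds ratio 5.08, two-sided Fisher's exact test, p = 0.0953). The peak at the PAG1 TSS changed by a log2 of 0.07 in H3K18cr and −0.01 in H3K18ac, and the largest of the 4 changes were 0.32 and 0.50 at PAG1 peaks inside the gene. With the 212 genes that were upregulated in the blocked fit, 679 peaks were assigned. Of these, 48.0% rose in H3K18cr, compared with 29.3% of the 39587 other peaks (odds ratio 2.23, two-sided Fisher's exact test, p = 3.3e-24). In H3K18ac 47.6% rose, compared with 31.2% (odds ratio 2.00, two-sided Fisher's exact test, p = 1.4e-18). These p-values are across peaks, which are not independent replicates. Taken pair by pair, the odds ratio was 1.99, 1.76 and 1.80 for H3K18cr in replicates 1, 2 and 3, and 1.82, 1.98 and 1.60 for H3K18ac. The contrast was larger at TSS, where 38.0% of 245 peaks at upregulated genes rose in H3K18cr against 6.95% of the other TSS peaks, and 38.8% against 8.22% in H3K18ac. The change also depended on the ratio of ChIP to input in DMSO. Across 5 groups of peaks by this ratio, the median H3K18cr change went from 0.084 in the lowest to −0.667 in the highest. Peaks were not matched on this ratio here, so it stays open as a source of these contrasts. After TMM scaling, most peaks rose in each class, and the odds ratios with the 212 genes were 2.96 for H3K18cr and 3.10 for H3K18ac. At the genes CDKN1A and BBC3, the peaks over the TSS (chromosome 6, 36675451 to 36681300, and chromosome 19, 47225101 to 47234250) changed in H3K18cr by a log2 of −0.59 and −0.75 (adjusted p = 0.00534 and 0.000343 from limma). Neither peak was called without replicate 1 or without replicate 2, and that at CDKN1A was not called with DESeq2 and its own size factors. From the larger number of peaks at upregulated genes that rise, the paper concludes that the changes in gene expression are linked to changes in H3K18 acetylation and crotonylation.

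**Figure D4:**
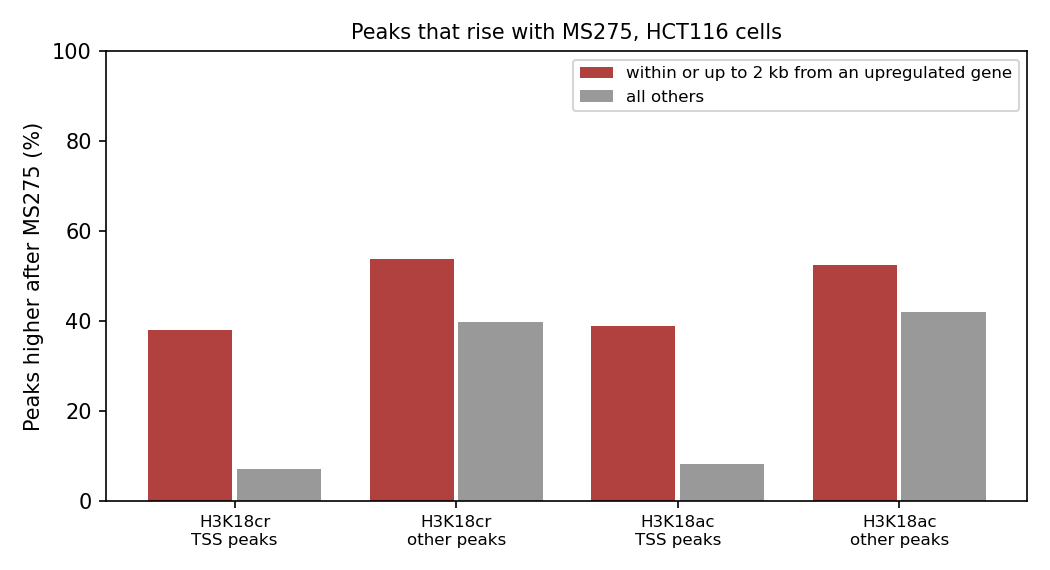
Share of peaks (bars, in percent) whose mean log2 read count was higher with MS275 than with DMSO in HCT116 cells, for peaks within or up to 2 kb from the 212 upregulated genes of the fit with the replicate block and for all others, at TSS and elsewhere. The difference is larger at TSS (38.0% against 6.95% for H3K18cr) than elsewhere (53.7% against 39.7%).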

MS275 treatment of HCT116 cells caused changes in gene expression, which are linked to changes in H3K18 acetylation and crotonylation (Fig. 5f, g). Thus, gene silencing and chromosome segregation defects occurring upon HDAC inhibitor treatments^19^ may not only be due to aberrant histone acetylation, but could also be linked to histone crotonylation.

### Histone crotonylation is linked to the cell cycle

We performed cell cycle arrest and release experiments in presence or absence of the class I HDAC specific inhibitor MS275. The results indicated that histone crotonylation, including H3K18cr, is linked to cell cycle progression, showing an increase in S and G2-M phase over G1 arrested cells (Fig. 6, lanes 1–8). This experiment also suggests that class I HDACs may be involved in this cell cycle-mediated modulation of histone crotonylation levels, as the G1-arrest-linked downregulation of histone crotonylation is inhibited in the presence of MS275 compared to untreated cells (Fig. 6, lanes 1, 2, 9, 10). In addition, in MS275-treated cells, histone crotonylation was modulated during the cell cycle, but levels remained generally higher compared to untreated cells (Fig. 6, lanes 9–16).

**Fig. 6:**
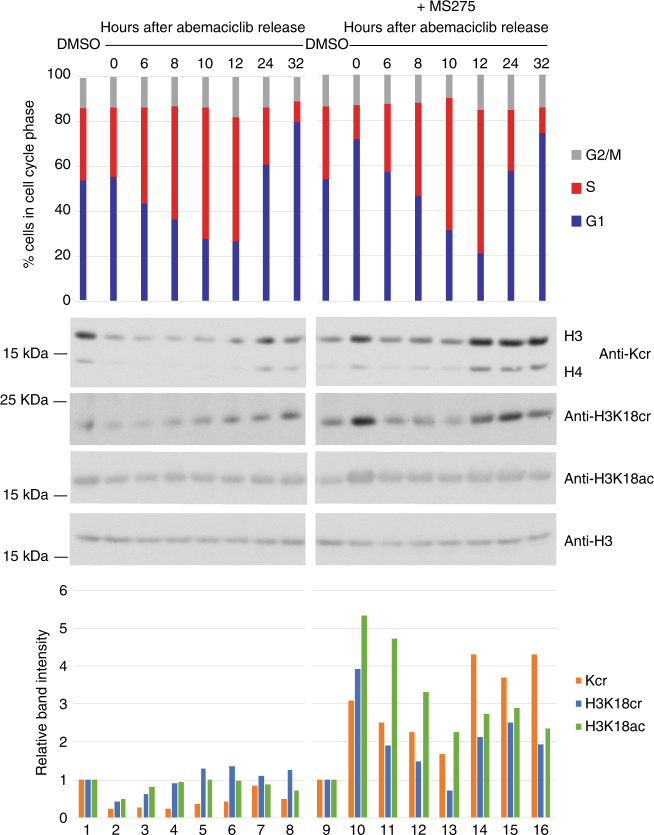
Histone crotonylation is cell cycle regulated by class I HDACs. Cell cycle block and release experiment on HCT116 cells using CDK4/6 inhibitor abemaciclib with and without MS275. Lanes 1 and 9: asynchronous cells, lane 2: G1 arrested cells, lanes 3–8: increase in histone crotonylation (Kcr), H3K18cr and H3K18ac upon release into S phase. Lanes 10–16: histone crotonylation, H3K18cr and H3K18ac are upregulated during a G1 arrest and S phase when class I HDACs are inhibited with MS275. For the experiments in lanes 9–16, cells were blocked in G1 using 15 nM abemaciclib in the presence of 5 μM MS275 and released into S phase in the presence of 1 μM MS275. Cell cycle profiles are shown at the top, western blots in the middle, and quantifications of those, as calculated relative to H3 and normalized to the DMSO (vehicle) sample, at the bottom. Representative of two experiments is shown

### Class I HDACs are histone decrotonylases

To test further if we could link class I HDACs to decrotonylation, we transiently over-expressed a fusion protein of HDAC1 with green fluorescent protein (GFP), an N-terminal deletion mutant version of this or GFP in HCT116 cells, sorted the transfected cells, and monitored histone crotonylation by western blot analysis. This showed that the over-expression of HDAC1 but not its mutant version with an N-terminal truncation (or GFP alone) caused some reduction of global histone H3K18 and H4K8 crotonylation (Supplementary Fig. 10).

To validate the ability of HDACs to decrotonylate histones, we tested this activity with recombinant, purified HDACs in in vitro experiments and found that the class I HDAC enzymes HDAC1, HDAC2, and the HDAC3/Ncor1 complex efficiently removed the crotonyl moiety of in vitro crotonylated histones (Fig. 7a). Using this in vitro approach, we estimated enzyme kinetic values for the decrotonylation of H3K18cr and deacetylation of H3K18ac and found that HDAC1 has a similar capacity to perform each reaction. HDAC1 has lower *V*_max_ and *K*_cat_ values for the decrotonylation compared to the deacetylation reactions indicating that HDAC1 has a higher maximum turnover with the acetyl substrate than the crotonyl substrate (Fig. 7b, Supplementary Fig. 11). We found that the *K*_m_ with acetylated histones of 1.47 µM was similar to a published *K*_m_ of HDAC with a BOC-lys(acetyl)-AMC of 3.7 µM^20^. Published *K*_m_ values with different fluorescent or tritiated acetyl substrates vary from 0.68 to 78 µM^21–24^. Relative to this, the *K*_m_ of the crotonyl substrate was lower at 0.42 µM suggesting that HDAC1 can efficiently bind crotonylated histones at low concentrations of substrate. This may be relevant in the context of the cell where HDAC1 could respond to minor fluctuations in the availability of the crotonyl substrate.

**Fig. 7:**
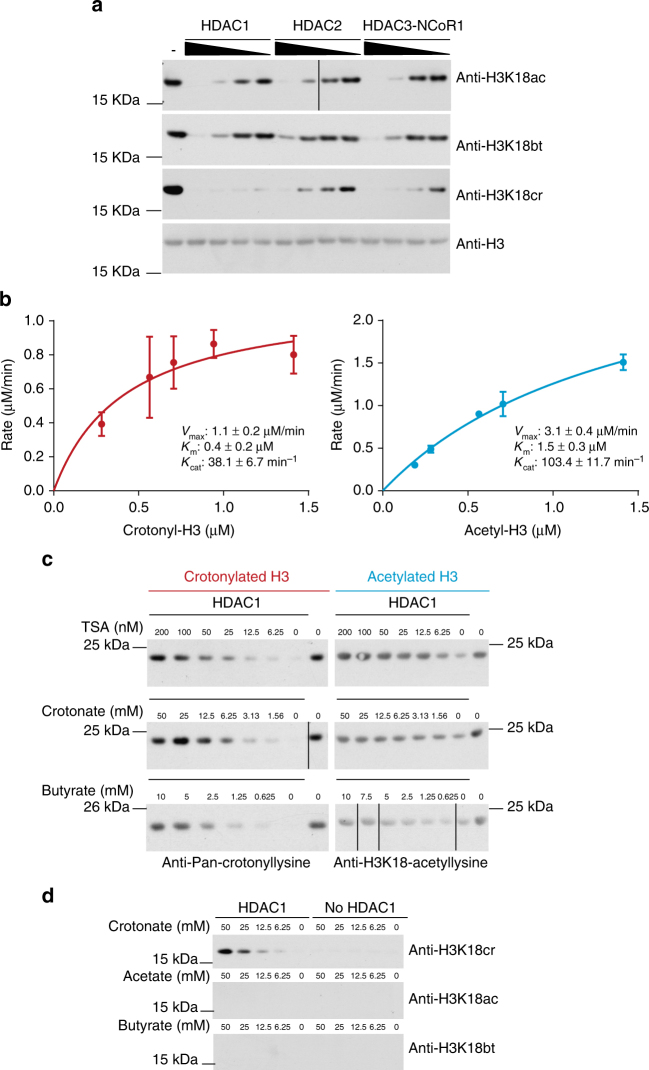
Class I HDACs are histone decrotonylases. **a** Histone H3 decrotonylation and deacetylation in vitro by HDAC1, HDAC2, or HDAC3/Ncor1 complex; 5.65 μM histones were crotonylated or acetylated in vitro and then subjected to removal of the modification by the indicated HDACs. HDAC1 was 0.25, 0.12, 0.06, and 0.03 μM. HDAC2 was 0.18, 0.09, 0.05, and 0.02 μM. HDAC3/Ncor1 complex was 0.45, 0.23, 0.11, and 0.06 μM. **b** Comparative kinetics of HDAC1 decrotonylation and deacetylation; 5.65 µM histones were crotonylated or acetylated and then subjected to removal of the modification by 0.03 µM HDAC1 for different lengths of time. Samples were analyzed by dot blotting and initial rates of reaction were determined by plotting substrate removal over time. Kinetic parameters *V*_max_, *K*_m_, and *K*_cat_, error bars are SEM, *n* = 3. **c** Effect of HDAC inhibitors TSA, crotonate, and butyrate on deacetylation and decrotonylation by HDAC1 in vitro. Representative blots of two repeat experiments are shown. **d** Histone crotonylation by HDAC1 using crotonate in vitro. Incubation of crotonate, acetate, or butyrate with or without HDAC1 followed by western blotting analysis with anti-H3K18ac/bt/cr. Western blot of HDAC1 and crotonate assay is representative of two western blots

In vitro, HDAC inhibitors TSA and butyrate reduced decrotonylation by HDAC1 significantly, demonstrating that the HDAC inhibitors, including SCFAs, affect decrotonylation by HDACs directly (Fig. 7c). TSA inhibited deacetylation at lower doses (IC50 ~5 nM) than decrotonylation (IC50 ~50 nM) highlighting the differential impact of inhibitors on HDAC activity and potential for specific drug development. We also found that crotonate inhibited decrotonylation and deacetylation in vitro (Fig. 7c). Remarkably, at crotonate concentrations of 6 mM or higher, HDAC1 catalyzed the addition of the crotonyl moiety to lysine groups of histones (Fig. 7d). This did not occur with acetate or butyrate, possibly due to their lower chemical reactivity compared to crotonate. While this finding may not be directly biologically relevant, as it is unlikely that such high concentrations of crotonate are found intracellularly, it highlights the reversible nature of the decrotonylation reaction by HDAC1.

A previous study dismissed HDACs 1–11 as decrotonylases based on an in vitro fluorometric assay using a peptide analog^2^. We also did not find decrotonylase activity for HDAC1 using the same assay, but found that the BOC-Lys(crotonyl)-AMC compound used is inhibitory for the deacetylation step of the BOC-Lys(acetyl)-AMC. This suggests that the HDACs interact with BOC-Lys(crotonyl)-AMC, but potentially cannot release the compound (Fig. 8). Future studies will examine to what extent HDACs require the peptide context of histone H3 for efficient decrotonylation activity.

**Fig. 8:**
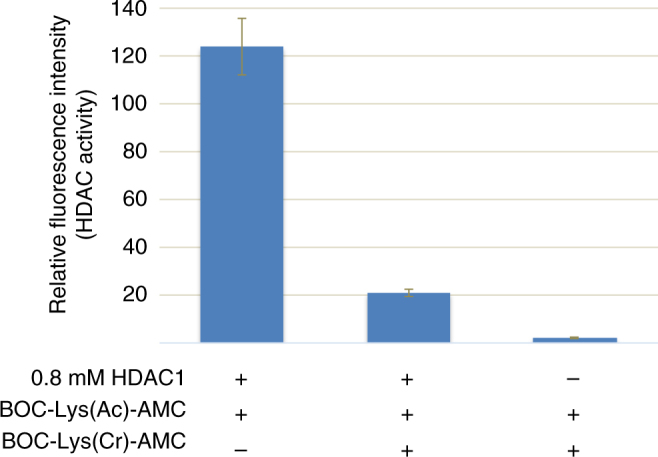
BOC-Lys(crotonyl)-AMC inhibits deacetylation by HDAC1. A fluorometric in vitro assay showing that HDAC1 efficiently deacetylates the BOC-Lys(acetyl)-AMC substrate alone, but not in the presence of same amounts of BOC-Lys(crotonyl)-AMC. Performed in triplicate, error bars are standard deviation

## Discussion

A key finding of our study is that histone crotonylation is surprisingly abundant in the intestinal epithelium, especially the crypt fraction of the small intestine and the colon. This supports the notion that histone crotonylation does not simply reflect ‘metabolic noise’, as in the ability of p300 to use crotonyl-CoA to modify histones, but has specific functions, which might vary between tissues. We also find high levels of histone crotonylation in the brain. As SCFAs are taken up from the colon into the blood stream (as supported by our own data, Fig. 3a), SCFAs might be taken up by brain cells, where they may affect histone modifications^25^. Future studies will determine if there are brain-specific functions for histone crotonylation.

We found that the SCFA butyrate, a well-known HDAC inhibitor, promotes histone crotonylation in intestinal cell and organoid culture. This led us to test other HDAC inhibitors, which showed that class I specific HDAC inhibitors strongly promoted histone crotonylation at concentrations at which they affected histone acetylation and implicated class I HDACs in histone decrotonylation. Our in vitro assays of recombinant, purified class I HDAC1-3 show that they are decrotonylases and demonstrates that HDAC inhibitors, including butyrate, reduce decrotonylation. Furthermore, the low *K*_m_ value of HDAC1 with crotonylated histones suggests that it can efficiently decrotonylate this relatively less abundant histone modification. Together, these findings strongly suggest that SCFAs such as butyrate promote histone crotonylation by inhibiting the decrotonylase activity of HDACs in colon epithelial cells. Future studies will address to what extent SCFAs also promote crotonylation by acting as substrates for the generation of intracellular crotonyl-CoA.

Our finding that class I specific HDAC inhibitors promoted global histone crotonylation led us to explore where this increased histone crotonylation (H3K18cr) occurs in the genome in cultured colon carcinoma cells. We show that the increase is not because of a greater number of crotonylation peaks but a diffuse spread of crotonylation genome-wide, including within repetitive regions. Therefore, while H3K18cr ‘peaks’ do exist over TSS, these findings suggest that pervasive crotonylation also occurs across the genome and that it is controlled by class I HDACs. Additionally, we show that histone crotonylation is modulated during the cell cycle and that class I HDACs play a role in this regulation. In synchronized cells, we find an increase of histone crotonylation during S phase which is enhanced when cells are treated with the HDAC inhibitor MS275. Newly synthesized histones are acetylated on several specific lysine residues (e.g., K5 and K12 on histone H4; K14, K18 on histone H3) prior to their deposition onto nascent chromatin^26, 27^, reviewed in ref. ^28^. These acetylations are then globally removed following nucleosome assembly, which is important for the maintenance of repressive chromatin, such as pericentromeric heterochromatin^19, 29^. Class I HDACs are targeted to replicating chromatin and mediate this deacetylation^30, 31^. Therefore, the levels of these histone acetylations are modulated in a cell cycle and HDAC-dependent manner. In this study, we provide evidence that histone crotonylation marks behave similarly to the pre-deposition acetylation marks: they are low in G1 arrested cells and increase as cells progress through S phase and this modulation depends on class I HDACs. Therefore, histone crotonylation is not simply modulated through dilution with non-crotonylated histones through the cell cycle, but appears to be actively regulated by HDACs. Future studies will address if histone crotonylation is also mediated prior to histone deposition onto nascent chromatin and will address how HDACs and other factors regulate histone crotonylation concomitant with chromatin replication.

Importantly, consistent with our finding that microbiota-generated SCFAs such as butyrate promote histone crotonylation in vitro, we show that depletion of the microbiota led to a loss of histone crotonylation. Our data suggest that the levels of histone crotonylation in the gut reflect the generation of SCFAs by the microbiota. Given the important role of microbiota-generated SCFAs in modulating immunity and metabolism, our work proposes that the signaling between the microbiota and chromatin might be mediated through histone crotonylation. Future work will explore further the roles of histone crotonylation in normal gut physiology including host–microbiome interaction, inflammation, and disease.

A surprising finding of our work is that depletion of the microbiota of mice with antibiotics not only led to a drop in luminal and serum SCFAs, but also an increased expression of HDAC2 in colon. A reduction in histone crotonylation is consistent with both changes. A loss of SCFAs upon microbiota depletion may lead to stabilization or increased expression of HDAC2. In this context, it is interesting to note that a previous study has shown that the stability of HDAC2 is selectively reduced by the HDAC inhibitor valproic acid (a branched SCFA) or butyrate and this is mediated by Ubc8-RLIM targeted proteasomal degradation^32^. Remarkably, HDAC2 expression has been linked to colorectal tumorigenesis^33, 34^. It will be interesting to examine how this links to our finding that H3K18cr peaks occur over a significant number of genes linked to cancer pathways. Future studies will examine how HDAC2 expression, microbiota, and SCFAs are linked and how this affects histone crotonylation over specific genes and cancer progression in the colon.

While our study was in revision, a study by Yu, Wong, and collaborators also demonstrated histone decrotonylation activity of class I HDACs using transfection experiments in cell culture^35^. Our study complements and extends these and related findings^36, 37^ as we explore the effect of HDAC inhibitors on the distribution of histone crotonylation, the link between histone crotonylation and the cell cycle, and investigate how the microbiota influence these processes. This expands our understanding of the functional spectrum of these exciting drug targets in cancer therapy and other diseases^38, 39^ and provides a basis for the development of specific inhibitors of the decrotonylation versus deacetylation activity of these enzymes.

## Methods

### Mice

Mice were C57BL/6 background, details available on request. Male mice were used for all experiments. All mice were kept in specific pathogen-free conditions and fed ad lib. Mice for the ChIP and RNA-seq experiments were housed at the Babraham Institute Biological Service Unit. All experimental protocols at Babraham Institute were approved by the Babraham Research Campus local ethical review committee and the Home Office (PPL 80/2488 and 70/8994). The antibiotics treatment experiments were performed at the University of Campinas. Male C57BL/6 mice at age 8–12 weeks were provided by the Multidisciplinary Centre for Biological Investigation (CEIMB) and all the experimental procedures were approved by the Ethics Committee on Animal Use of the Institute of Biology, University of Campinas (protocol number 3742-1). No sample size calculation was used as the minimum number of mice used was 3 or 4. Mice of the same age and breed were randomly put in the experimental groups. The order of samples from groups was mixed on collection. Sample size is reported in exact numbers and no samples are excluded from the analysis. No blinding was conducted.

### Antibiotic treatment of mice

Mice received 200 µl of a mixture of antibiotics (5 mg/ml of neomicin, 5 mg/ml of gentamicin, 5 mg/ml of ampicillin, 5 mg/ml of metronidazole, and 2.5 mg/ml of vancomycin, Sigma Aldrich) daily for 3 days by gavage. The weight of the animals was monitored throughout the experiment. At the end of treatment period, feces were collected and snap-frozen in liquid nitrogen. After that, the animals were anesthetized using a mix of ketamine and xylazine (300 and 30 mg/kg, respectively) and the blood was collected by cardiac puncture. The blood was maintained at room temperature (RT) for 30 min and then centrifuged (3000×*g*, 8 min). The serum was collected and frozen at −80 °C. After euthanizing the animals by cervical dislocation, the entire intestine was harvested and the small intestine, colon, and cecum were isolated.

### Determination of fecal bacterial load

Stool samples were collected on the third day after treatment by gavage with a mix of antibiotics or placebo. Fifty milligrams of the samples were used for extraction of the microbial genomic DNA using the Invitrogen^TM^ PureLink^TM^ Microbiome DNA Purification kit (Thermo Fisher Scientific, MA, USA). Bacterial DNA was quantified by real-time PCR using primers complementary to 16S rDNA of Eubacteria (sense ACT CCT ACG GGA GGC AGC AGT; anti-sense ATT ACC GCG GCT GCT GGC)^40^. To determine the fecal bacterial load, a standard curve with serial dilutions was employed using genomic DNA extracted from *Escherichia coli* grown in vitro. Results obtained were normalized by the control condition (untreated mice).

### SCFA measurements

Colonic luminal content samples were weighed into 1.5 ml tubes, crushed and homogenized in 100 µl of distilled water. Subsequently, 40 mg of sodium chloride, 20 mg of citric acid, 40 µl of 1 M hydrochloric acid, and 200 µl of butanol were added. The tubes were vortexed for 2 min and centrifuged at 18,000×*g* for 15 min. The supernatant was transferred to microtubes, and 1 µl was injected into the gas chromatograph. For serum measurements, 20 mg of sodium chloride, 10 mg of citric acid, 20 µl of 1 M hydrochloric acid, and 100 µl of butanol were added to 100 µl of serum samples. Tubes were vortexed and centrifuged as previously described and 1 µl was injected into the gas chromatograph. To quantify SCFAs, a calibration curve for the concentration range of 0.015–1 mg/ml was constructed. SCFAs measurements were performed following a recently published protocol^41^: chromatographic analyses were performed using an Agilent 6850 system with ExChrom software, equipped with a 7683B automatic liquid sampler, a flame ionization detector (FID) (Agilent Technologies, USA), and a fused-silica capillary RTX-WAX (Restec Corporation, U.S.) with dimensions of 60 m × 0.25 mm internal diameter (i.d.) coated with a 0.15-µm thick layer of polyethylene glycol. The initial oven temperature was 100 °C (hold 2 min), which was increased to 200 °C at a rate of 15 °C/min (hold 5 min). The FID temperature was maintained at 260 °C, and the flow rates of H_2_, air, and the make-up gas N_2_ were 35, 350, and 25 ml/min, respectively. Sample volumes of 1 µl were injected at 260 °C using a split ratio of approximately 25:1. Nitrogen was used as the carrier gas at 25 ml/min. The runtime for each analysis was 12.95 min.

### Small intestinal and colon epithelium extraction

Animals were sacrificed by cervical dislocation or exposure to CO_2_. Dissected small intestines and colons were opened longitudinally and washed three times with ice cold Hank's balanced salt solution without Ca^2+^/Mg^2+^ (HBSS). Intestinal and colon epithelium were dissociated with 30 mM EDTA/HBSS on ice with shaking for 30 min for small intestine and 1 h for colon; 50 ml Falcon tubes containing the tissue were then shaken vigorously by hand (2–3 shakes/second) for 5 min. The colon epithelium was incubated for an additional 10 min on ice in 30 mM EDTA/HBSS and further shaken for 5 min. Mucus and sub-mucosa were removed by dripping the material through a 100 μm followed by a 70 μm cell strainer. The extracted cells were pelleted at 475×*g* at 4 °C for 10 min. The cells were washed with ice cold HBSS and re-pelleted as above for further use. For the H3K18cr ChIP, three colons were combined.

### Purification and enzymatic digestion of histones

For isolating a crypt-enriched fraction, villi were removed by shaking the small intestine pieces for 10 s after incubation for 5 min on ice in HBSS–30 mM EDTA and before the additional incubation in HBSS–30 mM EDTA for 15 min. Histones were then acid extracted following a protocol published in ref. ^42^: one small intestine/colon was used per extraction followed by MS analysis. Small intestine epithelium, colon epithelium, and a crypt-enriched fraction were homogenized in lysis buffer (10% sucrose; 0.5 mM EGTA, pH 8.0; 15 mM NaCl; 60 mM KCl; 15 mM HEPES; 0.5% Triton; 0.5 mM PMSF; 1 mM DTT; 5 mM NaF; 5 mM Na_3_VO_4_; 5 mM Na-butyrate, cocktail of protease inhibitors (Sigma)). Nuclei were separated from the cytoplasm by centrifugation on sucrose cushions, washed in cold PBS, and then extracted in 0.4 N HCl overnight (o.n.) at 4 °C. Core histones, together with linker histones protein, were dialyzed against 100 mM ice-cold acetic acid. The concentration of purified samples was measured using the Bradford protein assay. Approximately 10 µg were separated on SDS-PAGE and bands corresponding to the histones H3 were excised and in-gel digested^43^. Briefly, gel bands were cut in pieces and destained with repeated washes in 50% acetonitrile (ACN) in H_2_O, alternated with dehydration steps in 100% ACN. Gel pieces were then in-gel chemically alkylated by incubation with D6-acetic anhydride (Sigma 175641) in 1 M NH_4_HCO_3_ and CH_3_COONa solution as catalyzer. After 3 h at 37 °C with high shaking in a thermomixer, chemically modified gel slices were washed with NH_4_HCO_3_, alternated with ACN at increasing percent (from 50 to 100%). In-gel digestion was performed with 100 ng/µl trypsin (Promega V5113) in 50 mM NH_4_HCO_3_ at 37 °C overnight. Chemical acetylation occurs on unmodified and monomethylated lysines and prevents trypsin digestion at these residues, thus producing a pattern of digestion similar to that obtained with the Arg-C protease (the so-called “Arg-C like” in-gel digestion pattern). The resulting histone peptides display an optimal length for MS detection and enhanced hydrophobicity that increases their separation at ultra-pressure chromatographic regimes.

Finally, digested peptides were collected and extracted using 5% formic acid alternated with ACN 100%. Digested peptides were desalted and concentrated using a combination of reverse-phase C18/C “sandwich” system and strong cation exchange (SCX) chromatography on hand-made micro-columns (StageTips^44, 45^). Eluted peptides were lyophilized, suspended in 1% TFA in H_2_O, and then subjected to LC-MS/MS.

### LC-MS/MS

The peptide mixtures were analyzed by online nano-flow LC-MS/MS using an EASY-nLC 1000 (Thermo Fisher Scientic) connected to a QExactive (Thermo Fisher Scientific) through a nano-electrospray ion source. The nano-LC system was operated in one column setup with a 25-cm analytical column (75 µm inner diameter, 350 µm outer diameter) packed with C18 resin (ReproSil, Pur C18AQ 1.9 m, Dr. Maisch, Germany) configuration. Solvent A was 0.1% formic acid (FA) in ddH_2_O and solvent B was 80% ACN with 0.1% FA. Samples were injected in an aqueous 1% TFA solution at a flow rate of 500 nl/min. Peptides were separated with a gradient of 0–40% solvent B for 100 min, followed by a gradient of 40–60% in 5 min, and 60–95% over 5 min at a flow rate of 250 nl/min. The Q-Exactive instrument was operated in the data-dependent acquisition (DDA) to automatically switch between full scan MS and MS/MS acquisition. Survey full scan MS spectra (from *m*/*z* 300–1150) were analyzed in the Orbitrap detector with resolution *R* = 60,000 at *m*/*z* 200. The 10 most intense peptides were sequentially isolated to a target value of 3 × 10^6^ and fragmented by high-energy collisional dissociation (HCD) with a normalized collision energy setting of 27%. The maximum allowed ion accumulation times were 20 ms for full scans and 50 ms for MS/MS and the target value for MS/MS was set to 1 × 10^6^. Standard mass spectrometric conditions for all experiments were as follows: spray voltage, 2.4 kV; no sheath and auxiliary gas flow.

### MS data analysis and relative abundance profiling

Acquired RAW data were analyzed by MaxQuant(MQ) software v1.5.2.8, using the Andromeda search engine^46^. Uniprot Mouse database (70,902 entries) was used for peptide identification. Enzyme specificity was set to Arg-C. Estimated false discovery rate of all peptide identifications was set at a maximum of 1% (Decoy database-based approach). Mass tolerance for searches was set to a maximum of 6 parts per million (ppm) for peptide masses and 20 ppm for HCD fragment ion masses. A maximum of three missed cleavages was allowed. In the search, we focused on lysine methylation and acylation, including as variable modifications: D3-acetylation (+45.0294 Da), D3-acetylation (+45.0294 Da) plus monomethylation (+14.016 Da), dimethylation (+28.031 Da), trimethylation (+42.046 Da), acetylation (+42.010 Da), and crotonylation (+68.074 Da). The use of high-accuracy criteria for HCD fragment ions tolerance (20 ppm) guarantee the capability to discriminate among other possible forms of acylation (e.g., lysine butyrylation (70.0418 Da) and β-hydroxybutyrylation (86.0367 Da)), therefore they were not included in the search. MaxQuant search results were exported and peptides with Andromeda score <60 and localization probability score <0.75 were removed. Filtered data were subjected to manual inspection and validation using the viewer.exe module integrated in MQ software^47^. Extracted ion chromatograms were constructed for each precursor based on the *m*/*z* value, using a mass tolerance of 10 ppm with a mass precision up to four decimals. For each histone-modified peptide, the relative abundance percentage (RA%) was estimated by dividing the area under the curve (AUC) of each modified peptide over the sum of the areas corresponding to all observed isoforms of that peptide, including the unmodified forms^48^. Significant changes among crypt and colon versus small intestine fraction have been calculated with a two-way ANOVA test using the Perseus software^49^. *p*-Value < 0.01 (1% FDR) were considered as significant.

### Antibodies and western blot analysis

Anti-lysine crotonyl antibody (PTM-501, 1:5000), anti-crotonyl-histone H3 lys18 (anti-H3K18cr, PTM-517, 1:5000), and anti-butyryl-histone H3 lys18 (anti-H3K18bt, PTM-306, 1:5000) were from PTM BIOLABS; anti-tri-methyl H3 lys4 antibody was from Active Motif (anti-H3K4me3, Cat.39159); anti-crotonyl-histone H4 lys8 antibody (anti-H4K8cr, ab201075), anti-acetyl-histone H3 lys18 (anti-H3K18ac, ab1191, 1:10000), anti-histone H4 (ab31827, 1:40000) anti-histone H3 (ab1791, 1:40000), and anti-LaminB1 (ab16048, 1:5000) were from Abcam; mouse monoclonal anti-HDAC1 (Clone 2E10, 1:5000) from Millipore, monoclonal anti-HDAC2 (C-8) (sc9959, 1:5000) from SantaCruz, and mouse polyclonal HDAC3 (BD61124, 1:5000) from BD biosciences.

Western blots were washed with tris-borate-sodium-0.05% Tween-20 (TBS-T) and developed using enhanced chemiluminescence (ECL); uncropped western blots are shown in Supplementary Figures 12–14.

### Cryosections and immunofluorescence staining

Cryosections were prepared from adult murine tissue, fixed for 90 min at RT with 4% formaldehyde in phosphate buffered saline (PBS). After 2 × 5 min washes with 1× PBS, samples were incubated in 30% sucrose overnight at 4 °C and embedded in Cryomatrix (ThermoFisher 6769006). Frozen blocks were cut with the Leica CM1860 cryotome to 8 μm sections and attached to Superfrost Plus slides (ThermoFisher 4951PLUS4). Before staining, sections were brought to RT, dried for 3 min at 60 °C, permeabilized for 20 min at RT in 1% Triton-X-100/PBS, and unmasked for 30 min at 95 °C in a citrate based-unmasking buffer (VECTOR H3300) followed by 3 × 5 min washes in PBS. Slides were blocked for 1 h in 5% FBS/PBS (FBS: fetal bovine serum) at RT followed by primary antibody (pan-crotonyl PTM Biolabs Inc. #PTM501, 1 µg/ml final conc.) incubation in blocking solution for 1 h at RT. After 4 × 5 min washes in 1× PBS, secondary antibody (AlexaFluor 488 Invitrogen A11008, 1 µg/ml final conc.) was applied for 1 h at RT in blocking solution supplemented with DAPI. After 4 × 5 min washes in 1× PBS, samples were mounted in Vectashield H-1000 and sealed. Controls without the primary antibody were processed accordingly. Imaging was performed with the Zeiss780 confocal microscope using 20× air and 63× oil immersion objectives at optimal resolution settings. Z-stacks of whole sections were imaged and further processed to maximum projections with ImageJ software. For optimal print results background correction and contrast enhancement with up to 3% pixel saturation were performed with ImageJ.

### Cell culture and cell cycle analysis

Human colon carcinoma cells (HCT116) were a gift from Simon Cook's lab (Babraham Institute) who obtained them from Bert Vogelstein, John Hopkins University, Baltimore. This cell line is not in the database of commonly misidentified cell lines (ICLAC). They were grown in DMEM media containing glucose and pyruvate, 10% FBS, 2 mM L-glutamine, 100 units/ml penicillin, and 100 µg/ml streptomycin. For the cell cycle analysis, HCT116 cells were blocked at G1 with 15 nM of abemaciclib (LY2835219, Seleck Chemicals) for 48 h and released by washing 2× with PBS and adding fresh medium. Class I HDAC inhibition was with 5 μM MS275 for 48 h. Cells were washed 2× with PBS and fresh medium supplemented with 1 μM MS275 was added. Cells were harvested at indicated intervals after release and one half was analyzed by western blotting. The remainder were used to determine cell cycle profiles with propidium iodide staining using the BD Pharmingen PI/RNAse staining buffer on LSRII Flow Cytometer (BD Biosciences) and Cell Cycle tool on FlowJo 10.0.8. HDAC1 over-expression was performed by transfecting HCT116 cells using Lipofectamine® 2000 Transfection Reagent following manufacturer's protocol using 50 μL of reagent and 12 μg of p181 pK7-HDAC1 (GFP) plasmid DNA (gift from Ramesh Shivdasani, Addgene plasmid # 11054^50^) or an N-terminal deletion mutant in a 60-mm dish for 16 h.

### Whole cell extract preparations

For whole cell extract preparation, cells were detached with trypsin, washed in PBS, and boiled in Laemmli sample buffer (Biorad) for 5 min. The extracts were briefly sonicated to remove high molecular weight DNA before loading on an SDS-polyacrylamide gel for electrophoresis.

### Intestinal organoid seeding and cultures

Small intestinal crypts were derived from wildtype C57BL/6 mice using a slightly modified protocol from reference^51^. In brief, collected small intestines were opened longitudinally and the majority of villi removed by gentle scraping with a coverslip. The tissue was cut to 3–5 mm pieces, washed five times with cold PBS, and vigorous shaking. After 30 min incubation on ice with 2 mM EDTA/ PBS, the remaining villi were removed with short shaking and tissue pieces were incubated for additional 30 min in 5 mM EDTA/PBS on ice. After another short shake, crypts were passed through a 40-μm cell strainer and pelleted at 425×*g* 1500 rpm at 4 °C for 10 min. The pellet was washed with cold PBS and 100–200 crypts were suspended in 50 μl Red-phenol-free Matrigel (BD Biosciences) droplets. After polymerization, complete medium containing advanced DMEM/F12 (Sigma), 2 mM Glutamax (Invitrogen), 10 mM HEPES (Gibco), 100 U/ml penicillin/streptomycin (Invitrogen), 1 mM N-acetyl-cysteine (Sigma), 1× B27 supplement (Invitrogen), 1× N_2_ supplement (Invitrogen), 50 ng/ml mouse EGF (Peprotech), 100 ng/ml mouse Noggin (Peprotech), and 10% human R-spondin-1-conditioned medium from R-spondin-1-transfected HEK293T cells (Cultrex) was added to the cultures. Medium was changed every 3 days and organoids passaged after 7–10 days.

### ChIP-seq of extracted colon epithelium

The colon epithelium cell pellet was resuspended in 10 ml of PBS-1% formaldehyde and fixation was carried out for 10 min, at RT with gentle agitation. The reaction was quenched by the addition of glycine (0.125 M final concentration) and the cells were pelleted at 475×*g* at 4 °C for 10 min, washed once with PBS, re-pelleted and either snap-frozen in liquid nitrogen for storage at −80 °C or processed further immediately. The cell pellet was resuspended and incubated for 10 min in 500 μl 50 mM Tris-HCl, pH 8.0, 10 mM EDTA 1% SDS (ChIP lysis buffer) on ice. Sonication of the chromatin to 100–500 bp fragment size range in polystyrene tubes was performed with a water-cooled Bioruptor (Diagenode), high power, 4 °C, 12 cycles, 30 s on, 30 s off. The sonicated material was transferred to a 1.5-ml tube, incubated for 30–45 min on ice, and pelleted at 20,800×*g* for 10 min, 4 °C to precipitate SDS. We pooled three colons to perform three ChIP experiments, using 20–25 μg equivalent of DNA for each experiment. For immunoprecipitation, the chromatin was diluted 1:10 with ChIP dilution buffer (16.7 mM Tris-HCl, pH 8.0, 1.2 mM EDTA, 167 mM NaCl, 1.1% Triton-X-100), 5 μg anti-H3K18cr antibody (PTM-517) or H3K4me3 antibody (Active Motif Cat.39159) per 20 μg DNA was added and this was incubated overnight on a rotating wheel at 4 °C. One percent input chromatin was collected and kept on ice. Immunoprecipitation of chromatin complexes was with Protein A-coated Dynabeads (Novex, Cat.10001D); 20–30 μl of bead suspension were washed two times with ChIP dilution buffer and the antibody–chromatin mix was added to the beads. Immunoprecipitation was for 2 h at 4 °C on a rotating wheel. Following this incubation, tubes were spun briefly and bound material was separated from unbound using a magnetic stand on ice.

All washes were performed at 4 °C for 5 min on a rotating wheel using 20× volumes with respect to the beads volume used. Beads were washed 1× with low-salt wash buffer (20 mM Tris-HCl, pH 8.0, 2 mM EDTA, 150 mM NaCl, 1% Triton-X-100, 0.1 % SDS), 2× with high-salt wash buffer (20 mM Tris-HCl, pH 8.0, 2 mM EDTA, 500 mM NaCl, 1% Triton-X-100, 0.1 % SDS), and 1× with 10 mM Tris-HCl, 1 mM EDTA (1× TE). Elution of DNA from beads was with 200 μl of freshly prepared elution buffer (0.1 M NaHCO_3_, 1% SDS) at 65 °C for 30 min in a thermomixer at 1000 rpm. Supernatant was separated using a magnetic stand and transferred to a fresh tube. After bringing all inputs to 200 μl with elution buffer, both chromatin and input samples were reverse cross-linked by adding 8 μl of 5 M NaCl followed by an incubation at 65 °C overnight at 300 rpm in a thermomixer. Proteinase K Solution (Ambion, Cat:AM2548) was added to samples to a final concentration of 0.25 mg/ml and incubated for 2 h at 65 °C, 300 rpm. Chipped DNA was purified with QIAquick PCR purification kit (Qiagen, Cat.28104) and quantified using Qubit^TM^ 3.0 fluorimeter. Library preparation was performed from 5 ng of purified DNA using the NEBNext® Ultra^TM^ II DNA Library Prep Kit for Illumina® with the following modifications: Illumina Tru-Seq adaptors were used and library amplification was performed with the KAPA PCR Amplification kit (KAPA, Cat. KK2501) using 11 cycles. Libraries were sequenced on a HiSeq2500 sequencer (Illumina) according to manufacturer's instructions.

### ChIP-seq and ChIP-qPCR of HCT116 cell extracts

HCT116 cells were treated with either 5 µM MS275 or DMSO for 18 h. Cells were trypsinized and fixed as indicated in the ChIP-seq section above. Fixed cells were re-suspended in Sonication buffer (150 mM NaCl, 25 mM Tris pH 7.4, 5 mM EDTA, 0.1% Triton, 1% SDS complemented with 10 mM sodium butyrate and protease inhibitor cocktail (P8340, Sigma)) and sonicated as described above for 15 cycles. After centrifugation at 14,000×*g* for 10 min, supernatant was diluted 10× in ChIP dilution buffer; 1% input chromatin was collected and kept on ice and 30 µg equivalent of DNA per sample was incubated overnight on a rotating wheel at 4 °C with 5 µg of anti-H3K18cr antibody (PTM-517, PTM Biolabs) or 0.3 µg of anti-H3K18ac antibody (ab1191, Abcam). Twenty microliters of Magnetic ProtA/G Beads (Millipore) were added to the samples and incubated on a rotating wheel for 3 h at 4 °C. Antibody-bound beads were washed as described above. Chip DNA was eluted at 65 °C for 30 min in 200 µl of elution buffer. De-crosslinking and DNA elution of both ChIP and input samples was performed as described in the ChIP-seq section. Real time qPCR analysis was carried out on input and ChIP DNA samples using the SYBR® Green PCR Master Mix (Applied Biosystems) and run on a BioRad CFX96 qPCR system. Each experiment has been carried out two times (biological replicates) and each sample has been run in triplicate (technical replicate). One percent of starting chromatin was used as input and data were analyzed accordingly. Primers were used at a final concentration of 250 nM with 62 °C as annealing/extension temperature and are listed in Table 2.

**Table 2:** Primers used in ChIP-qPCR

Name	Feature	Forward (5′→3′)	Reverse (5′→3′)
up PUMA	Intergenic	GTTGCCAGTTACCACACCCT	CCCAACTGTCCTTGCTGCTA
ADAD1	TSS of not expressed gene	GCTTCAGGACGTGTGAGGTA	TACCTGCGTGAGGGTTGTTT
CLDN7	TSS of expressed gene	ACTCTAAGGGAGGGGAACGAT	CCACTGGGACCTAAAGCCG
p21	TSS of expressed gene	AGCAGGCTGTGGCTCTGATT	CAAAATAGCCACCAGCCTCTTCT
PUMA	TSS of expressed gene	GTGTGTGTGTCCGACTGTCCCG	AAGGAGGACCCAGGCGCTGT
Chr1 SAT	Repetitive region	TCATTCCCACAAACTGCGTTG	TCCAACGAAGGCCACAAGA
Chr4 SAT	Repetitive region	CTGCACTACCTGAAGAGGAC	GATGGTTCAACACTCTTACA
SAT1	Repetitive region	GAACCTGTGTTGCTGCTTTG	TTCAAAGGTACTCTGCTTGGTACA
SAT2	Repetitive region	TGAATGGAATCGTCATCGAA	CCATTCGATAATTCCGCTTG
NBL2	Repetitive region	TCCCACAGCAGTTGGTGTTA	TTGGCAGAAACCTCTTTGCT

### RNA-seq

RNA was extracted from both HCT116 cells (four biological replicates) and mouse colon epithelium (three mice as biological replicates) using the RNeasy Plus Mini Kit (Qiagen), following the manufacturer's instructions. Extracted RNA was quantified with Nanodrop and the quality assessed on a Bioanalyzer (Agilent). Library preparation was performed from 500 ng of RNA using the NEB Next® Ultra^TM^ Directional RNA Library Prep Kit for Illumina® and the NEBNext® Poly(A) mRNA magnetic isolation module. Illumina Tru-Seq adaptors were used and library amplification was performed with the KAPA PCR Amplification kit (KAPA, Cat. KK2501) using 14 cycles. Libraries were sequenced on a HiSeq2500 sequencer (Illumina) according to the manufacturer's instructions.

### Bioinformatic analysis

*RNA-seq:* Sequencing reads were adaptor trimmed using Trim Galore! (version 0.4.2) and mapped to the mouse (GRCm38/mm10) reference genome with HiSat2 (version 2.0.5). Analysis of RNA-seq data was performed with SEQMONK version 1.36.0 on filtered reads with a MAPQ score of >60 for uniquely mapped reads. Read counts were quantified using the RNA-seq quantitation pipeline implemented in Seqmonk, quantifying only probes with at least one read. Probe read values were corrected for transcript length and divided into percentile bins according to their average expression levels of three replicates.

*ChIP-seq analysis*: For mouse colon and HCT116 H3K18cr, two replicates and for H3K4me3 three biological replicates were used. Sequencing reads were adaptor trimmed using Trim Galore! (version 0.3.8 and 0.4.2) and mapped to the mouse (GRCm38/mm10) or human (GRCh38) reference genomes with Bowtie2 (version 2.0.4.). Analysis of ChIP-seq data was performed with SEQMONK version 1.36.0 on filtered reads with a MAPQ score of >42, duplicate reads were always removed. For Fig. 2b, the genome was segmented in 1000 bp non-overlapping 'probes' and read counts were quantified for each probe and normalized to the largest datastore. For Fig. 2c, H3K4me3 peaks were identified using the MACS peak finder embedded in the SEQMONK program with the ChIP-seq data of H3K4me3 from colon epithelial cells and INPUT as reference. Selected fragment size was 300 bp and *p*-value significance threshold was 10^−5^. Reads were quantitated in and ±5 kbp around the MACS peaks. For Fig. 2d, read counts were quantified over the TSS (using a window of ±1 kb upstream of genes) and probes that had more than 100 reads in input were removed in both input and ChIP. For Fig. 2e, read counts were quantified over the TSS (using a window of ±0.5 kb upstream of transcripts) and were overlapped with RNA-seq data. KEGG pathway analysis was with DAVID 6.8 with electronic annotations excluded.

### ChIP-qPCR data analysis

Prior to analysis, a logarithmic transformation of the data was carried out. Subsequently, we carried out a two-way ANOVA test followed by Holm-Sidak's multiple comparison test. Data were analyzed using the Graphpad Prism Software.

### In vitro enzymatic assays of histone decrotonylation and deacetylation

Recombinant human histone H3.1 (NEB) was acetylated or crotonylated in vitro using the recombinant catalytic domain of p300 (human, ENZO) in presence of acetyl-CoA or crotonyl-CoA (Sigma-Aldrich), respectively. The reaction was carried out with 5.65 μM histone H3.1 and 0.66 μM P300 catalytic domain in 50 mM Tris-HCL pH 8, 50 mM KCl, 0.1 mM EDTA, 0.01 % Tween-20, 10% glycerol, 1 mM DTT, and 87 μM crotonyl-CoA or acetyl-CoA at 30 °C for 2 h. The reaction was stopped by heating at 65 °C for 5 min and the histones were diluted with two volumes of HDAC buffer (25 mM Tris-HCl, pH 7.5, 50 mM KCl, 1 mM MgCl_2_, 1 μM ZnSO_4_) for either decrotonylation or deacetylation reactions. Decrotonylation/deacetylation was typically performed with 1.75 μM modified histones and 0.12 μM HDAC1 (recombinant, human, Active Motif) or 0.18 μM HDAC2 (recombinant, human, ABCAM) at 30 °C for 2 h. Recombinant HDAC3/Ncor1 complex was from ENZO Life Sciences. All HDACs were produced in insect cells and purified. After the reaction, the histone modifications were identified by western blot. The pixel intensities of the western blot bands were quantified with the Image J software.

For the enzyme kinetic analysis, histone H3 was acetylated or crotonylated in vitro as described above. Dot blot western analysis with synthetic H3 peptides that were specifically crotonylated or acetylated at K18 indicated full crotonylation and acetylation of the histone H3 at K18 under these conditions, therefore, we assume that the histone had been fully crotonylated or acetylated. Different dilutions of modified histones were prepared in HDAC buffer (25 mM Tris-HCl, pH 7.5, 50 mM KCl, 1 mM MgCl_2_, 1 μM ZnSO_4_) for either decrotonylation or deacetylation reactions. Decrotonylation/deacetylation was performed with 1.41 to 0.19 μM modified histone H3 and 0.03 μM HDAC1 (recombinant, human, Active Motif) at 30 °C and stopped at 95 °C for 1 min. Five different modified histone concentrations and five different time points were performed in triplicate for the decrotonylation and deacetylation reactions.

Each reaction was spotted in quadruplicate and left to dry before being rinsed with transfer buffer and TBS-T. Western blot was performed using anti-H3K18ac and anti-H3K18cr antibodies. Spots were quantified using image J and spot intensity was converted to substrate concentration by multiplying each relative value by the concentration of modified histone in the reaction mix. Substrate concentration against time were plotted for each histone concentration and a linear regression was fitted for the first 30 s to 1 min of the reaction, as appropriate. The rate of each reaction set was plotted as replicates against substrate concentration. GraphPad Prism Version 7 software was used to calculate *K*_m_, *V*_max_, and *K*_cat_.

### Colorimetric deacetylation assay

Synthesis of BOC-Lys(acetyl)-AMC and BOC-Lys(crotonyl)-AMC and the colorimetric assay was essentially as in ref. ^2^ with some modifications: for the synthesis of crotonyl-*N*-hydroxysuccinimide, *N*-hydroxysuccinimide (149 mg, 6 equivalents, eq) was dissolved in 2.5 ml anhydrous dichloromethane to which diisopropylethylamine (167 mg, 6 eq) was added. The solution was cooled in an ice bath and *trans*-crotonoyl chloride (135 mg, 6 eq) was added and the reaction stirred at 20 °C for 3 h. Ethyl acetate (5 ml) was added and the solution washed with 5 ml brine, dried over magnesium sulfate and concentrated. The crude product was dissolved in 3 ml dry ACN and the appropriate amount used in the next step. Acetyl-*N*-hydroxysuccinimide was prepared in the same way but using acetyl chloride rather than crotonoyl chloride. For the synthesis of BOC-Lys (crotonyl)-AMC, Boc-Lys-AMC acetate salt (100 mg, 1 eq) purchased from Bachem AG was dissolved in 4 ml water:ACN (1:1). Sodium bicarbonate (19.95 mg, 1.1 eq) was added in 1 ml water followed by *trans*-crotonyl-*N*-hydroxysuccinimide ester (2 eq) in 2 ml ACN. The reaction was left for 18 h and then concentrated to remove the ACN. The product was extracted into ethyl acetate, dried over anhydrous magnesium sulfate and concentrated. The product was purified on silica in dichloromethane:methanol (15:1). BOC-Lys(acetyl)-AMC was prepared in the same way but using acetyl-*N*-hydroxysuccinimide rather than crotonyl-*N*-hydroxysuccinimide.

The enzymatic reaction was set up in a 96-well plate in triplicate in a 51-μl volume with 0.035 μM HDAC1 and 0.2 mM BOC-Lys(acetyl)-AMC/BOC-Lys(crotonyl)-AMC in HDAC buffer (see above) at 30 °C for 2 h. After this, 5 μl of a 1 mg/ml trypsin solution in 1 mM HCl was added and the mixture was incubated 1 h at 37 °C. Fluorescence was read with a Pherastar plate reader at 360 nm excitation/450 nm emission.

### Data availability

Next-generation sequencing data have been submitted to GEO under accession code GSE96035. The authors declare that all other data supporting the findings of this study are within the manuscript and its supplementary files or are available from the corresponding authors upon request.

## Electronic supplementary material

Supplementary Information

Peer Review File

How the deposited data were processed for this re-analysis (not part of the article)

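Mouse colon epithelium was assayed by H3K18cr ChIP-seq (2 libraries and 2 inputs), H3K4me3 ChIP-seq (3 libraries and 1 input) and RNA-seq (3 libraries). HCT116 cells treated with MS275 or DMSO were assayed by H3K18cr and H3K18ac ChIP-seq (3 libraries per mark and treatment, and 1 input per treatment) and by RNA-seq (4 libraries per treatment). The 33 libraries were taken from 5 deposited tables, and each library was assigned to its condition and replicate number by the labels of the series.

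The RNA-seq tables hold the counts of reads per gene as the authors deposited them, without normalization. The authors trimmed the reads with Trim Galore, mapped them with HiSat2 and counted uniquely mapped reads with SEQMONK; these steps are stated for mouse, and whether strand was used in counting is not stated. The colon ChIP-seq tables hold a signal per peak, which the authors made by multiplying the read count of each library by 1 factor that scales it to the largest library. The HCT116 ChIP-seq table holds the log2 of such scaled read counts, as the authors deposited it, with 0.9 read in place of 0. For ChIP-seq the authors trimmed the reads, mapped them with Bowtie2 to GRCm38 or GRCh38, removed duplicates and called peaks with the MACS peak finder in SEQMONK. Each table holds 1 list of peaks for all its libraries, so replicates cannot be compared by the presence of a peak. The factors were found from the smallest step between values, and 100% of values were whole reads multiplied by the factor of their library. The factor lay between 1 and 1.62 in the H3K18cr libraries of colon and between 1 and 1.65 in the HCT116 libraries.

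Chromosome ends and gene starts were checked against the GENCODE M21 (GRCm38) and GENCODE 44 (GRCh38) annotations. No peak (0) ran past a chromosome end. Of the gene names in the tables, 22735 of 25965 mouse names and 20583 of 35805 human names were found in the annotation, and 97.6% and 96.2% of these started within 10 kb of the annotated gene. Gene coordinates of HCT116 are those of the deposited table. TSS are those of protein-coding transcripts, and a peak was assigned to a TSS within 1 kb.

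Gene expression was tested with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, filterByExpr) in R 4.3.3, with Benjamini-Hochberg adjustment. The design written beforehand assumed read counts for the HCT116 peaks and named limma for normalized values. As the table holds log2 values, limma 3.58.1 was used on them, and edgeR on the recovered reads was an alternative. DESeq2 1.42.0 was an alternative for genes and peaks, with its missing adjusted p-values left out of all counts. It used its own size factors, so for peaks it changed the scaling as well as the test. Sums over TSS peaks were compared by an exact sign-flip test on pairs of replicates, as the paper used a paired test there. Correlations, overlaps, Fisher's exact tests and random lists were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots with matplotlib 3.10.9. Gene sets were tested with camera (correlation between genes 0.01) and fry. A gene was called at an adjusted p under 0.05. A pseudocount of 1 read was added before logs of read counts, and 2 as the prior count for log2 CPM. For the odds ratios of HCT116 peaks, 0.5 was added to each cell of the table.

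The labels number the libraries of each treatment alike, and neither they nor the paper say whether a number marks a shared culture or day. In the HCT116 RNA-seq data, the deviations of same-numbered libraries from their group means correlated across genes at 0.226, 0.151, 0.433 and 0.460 for numbers 1 to 4. Number 2 is not singled out by this, since DMSO replicate 2 correlated at 0.239 with MS275 replicate 4, and DMSO replicate 4 at 0.219 with MS275 replicate 2. As each same-numbered pair was above 0.1, the numbers were treated as pairs, and the fit with the number as a block is printed where it changes a call.

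The genes named were set before the data were examined: the genes the paper names (CDKN1A, BBC3, CLDN7, ADAD1, HDAC1, HDAC2 and HDAC3), and the 3 genes with the largest rise and the 3 with the largest fall among those with an adjusted p under 0.05, a mean of at least 100 counts and no overlap between groups. For peaks they were those at the genes the paper names, the 3 highest H3K18cr peaks in colon, and the 3 largest rises and falls of H3K18cr in HCT116 cells among peaks with an adjusted p under 0.05 and a mean of at least 50 reads. As the rule for genes gave PAG1 alone without the block, it was also applied to the fit with the block, where 490 genes met it. 1 peak of the colon rule and 1 of the HCT116 rule are not reported here. Gene lists for colorectal cancer, for the S and G2-M phases of the cell cycle and for epithelial, immune and stromal cells were written by hand beforehand. Lists of goblet and absorptive cell genes were added later.

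The edgeR and limma tests and the Spearman correlation were tested on simulated data; DESeq2, camera, fry and the sign-flip test were not. With 200 genes changed in counts drawn from the real means and library sizes, the edgeR test recovered 200 of 200 (5.21% of its calls were false) among 15413 genes without a batch. With a batch by replicate number, the test without the block recovered 0 of 200 and the test with it 200 of 200 (3.38% false), among 15448 genes. The size of this batch was chosen and not estimated from the data. For peaks, limma recovered 186 of 200 (3.63% false) and edgeR on reads 189 of 200 (5.97% false). A Spearman correlation of 0.582 planted in 5000 genes was recovered as 0.598.

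In the RNA-seq libraries, the share of odd numbers among counts from 1 to 20 was 56.8% in DMSO replicate 1, 50.4% in DMSO replicate 3 and 52.9% in MS275 replicate 1, and between 73.0% and 80.7% in the other HCT116 libraries. Above 500 counts it was between 49.1% and 51.2% in every HCT116 library. The paper describes no step that explains this, and its effect on the number of genes called was tested.

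In all, 106 alternatives were set before the data were examined and 26 were added afterwards. The KEGG gene lists behind Fig. 2f, reads outside peaks and repetitive regions were not analysed here. Genes that overlap or share sequence with others are uncertain where the counting could split their reads, which holds for AC091729.9.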

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

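The tests of depth for AMIGO2, of the normalization factor and of a difference shared by the libraries of replicate 1 were chosen after values seen earlier had given away their outcome; the tests of the single mitochondrial genes and of CDKN1A were set before their results were seen. In the HCT116 RNA-seq data 34 groups of 4 libraries were searched for a library far from the other 3, and 6 were found. By chance about 1 in 20 such groups is found, and the 6 are not independent of each other. For none of these does the design name a biological difference between replicates, so no biological explanation was tested.

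Mitochondrial genes took 9.28% of the counts in DMSO replicate 3, far from the 1.57% to 2.29% of the other DMSO libraries, and 10.3% in MS275 replicate 3, against 1.95% to 3.19% in the other MS275 libraries. A few genes alone are argued against, because 13 of the 13 mitochondrial genes tested were above every other library of their group in both libraries of replicate 3. The difference follows the replicate number and not the treatment. A difference in culture, in RNA preparation or in library preparation of replicate 3 stays open, and nothing in the tables tells these apart.

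The TMM normalization factor of MS275 replicate 3 was 0.881, below the 1.04 to 1.06 of the other MS275 libraries. Mitochondrial genes taking counts from the others could lower it, and without them it rose to 0.940. It stayed below the other MS275 libraries, which were above 1 in each case, and DMSO replicate 3 was low as well, at 0.935, so the mitochondrial share may account for part of the difference and not for all of it.

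CDKN1A stood at a log2 normalized count of 13.58 in MS275 replicate 3, above the 13.06 to 13.13 of the other MS275 libraries. The gap to the nearest of these, divided by the range of the 4 libraries, was 0.877 without the mitochondrial genes. It was about the same with them. The counts were already normalized with TMM, and leaving these genes out moved CDKN1A only from 13.583 to 13.584 in MS275 replicate 3. The comparison therefore cannot test the mitochondrial share as the cause. Within its replicate number CDKN1A differed by 0.37 on the log2 scale between MS275 and DMSO, inside the range of the other pairs (0.11 to 0.40), because DMSO replicate 3 was also the highest of the DMSO libraries.

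AMIGO2 had 0 counts in DMSO replicate 3, against log2 normalized counts of 5.45 to 6.18 in the other DMSO libraries. Low depth is argued against: at the mean level of the other DMSO libraries, 56.3 counts would be expected at the depth of this library. In DMSO replicate 3, 201 genes had no count although the other 3 DMSO libraries averaged at least 30, compared with 37 to 121 genes in the other DMSO libraries and 4 to 81 in the MS275 libraries. On the other hand, this library had a read on 18723 genes, the most of the 8 libraries (15975 to 18274 in the others), which does not point to a library of few distinct RNA molecules. Why these genes are missing stays open.

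The mean log2 normalized count of the S and G2-M phase genes was 12.81 in MS275 replicate 1, against 12.25 to 12.32 in the other MS275 libraries. In DMSO replicate 1 the mean exceeded that of every other DMSO library by at least 0.401. This is what a difference shared by both libraries of replicate 1 needs, and it may reflect cells harvested at another density or stage of growth, although no label records this.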

How the results depend on the processing

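The alternatives named as added were chosen after the main results were seen. Of the 129 alternative values of the 18 results set in the design, 75 counted as the same, 2 as weaker, 6 as stronger and 46 as moved. A test was the same if it kept its direction and its side of the threshold. Counts of calls were the same within a factor of 1.5, and shares of peaks within their Wilson interval. Other values were the same if they moved by less than the spread between replicates. For the 36 named genes and peaks there were 262 alternative values, of which 213 kept direction and side of the threshold, 23 were weaker, 18 stronger and 8 reversed. For all changes below, the cause was not tested unless the setting itself shows it.

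In colon, the share of H3K18cr peaks near a TSS was 47.9% with a window of 5 kb, 36.5% with 0.5 kb, 53.9% in the peaks with the higher ratio of ChIP to input, and 45.0% with the TSS of all annotated transcripts (added later). Without scaling the libraries the median log2 ratio of ChIP to input was 0.95, and at the Hjurp peak it reversed to −0.10. It ranged from 1.17 to 1.48 across the fits that each left out a replicate. The overlap with H3K4me3 was 36.0% when at least 50% of the H3K18cr peak had to be covered, and 59.8% in the peaks with the higher ratio. The correlation with expression was 0.415 without length correction and 0.186 with the ratio of ChIP to input, and ranged from 0.309 (without H3K18cr replicate 2) to 0.329 across the fits that left out 1 library. The higher share of colorectal cancer genes among the highest peaks kept its direction and significance under both alternatives.

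The number of genes changed by MS275 was 2151 with the replicate block, 161 with DESeq2, 2 with library totals and 13 without a filter beyond 1 read, against 1. It ranged from 0 to 8 across the fits that each left out a replicate. There were 0 genes without replicates 1, 2 or 4 and 8 without replicate 3. At an unadjusted p under 0.05 there were 649, 449 and 628 without replicates 1, 2 and 4, and 1857 without replicate 3. A term for libraries with mostly odd small counts, added later, gave 2. With the replicate block, the count was 2103 with library totals, 2503 with at least 10 reads in every library, 2634 with DESeq2 and 2485 with the term for odd counts, all added later. Of the 2151 genes, 2024, 2107 and 2104 remained in the first 3 of these. With the block it ranged from 968 to 2584 across the fits that each left out a replicate (968 without replicate 1, 994 without replicate 2, 1037 without replicate 4, 2584 without replicate 3). PAG1 lost its call without replicates 1, 2 or 4. The list of S and G2-M phase genes had a median log2 fold change from −0.14 to −0.052 across the fits that left out a replicate, and without replicate 2, at a median of −0.08, it no longer passed 0.05 by camera.

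The ChIP-seq replicate numbers were not shown to pair the libraries: the deviations of same-numbered libraries from their group means correlated at 0.117, 0.0759 and 0.245 for H3K18cr and at −0.207, 0.0540 and −0.134 for H3K18ac. With the replicate block, 10689 H3K18cr peaks and 899 H3K18ac peaks were called, against 9335 and 6677, and the difference between marks stayed at 0 peaks, with 727 at an unadjusted p under 0.05 in the main test. Without pairing, the sums over TSS peaks gave the same log2 changes of −0.58 and −0.67. DESeq2, which also changed the scaling through its own size factors, called 3522 H3K18cr peaks. TMM-scaled log2 values, added later, called 5169 H3K18cr peaks, 4576 of them shared with the main test, and edgeR with TMM on the recovered reads called 5418. For H3K18ac, the added TMM-scaled values called 8155 peaks, 6051 of them shared. Across the fits that each left out a replicate, the number ranged from 2102 (without replicate 2) to 15160 (without replicate 3) for H3K18cr and from 1 (without replicate 2) to 11916 (without replicate 1) for H3K18ac. At the PAG1 peak, H3K18ac reversed from −0.01 to 0.23 with DESeq2, to 0.02 without replicate 2 and to 0.073 without replicate 3, and H3K18cr from 0.07 to −0.019 without replicate 3. Across the fits that left out a replicate, H3K18ac there ranged from −0.13 to 0.073 and H3K18cr from −0.019 to 0.15. At the PRKCE peak, H3K18ac reversed from −0.02 to 0.23 with DESeq2, to 0.12 without replicate 2 and to 0.018 without replicate 3, with a range from −0.20 to 0.12. edgeR with library totals on the recovered reads, added later, called 10130 H3K18cr peaks (9300 shared with the main test) and 6687 H3K18ac peaks (6487 shared). For the difference between marks, library totals in place of TMM were not run separately, because the deposited values are already scaled.

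The sums over TSS peaks kept their direction under every alternative, and the mean log2 change ranged from −0.70 to −0.51 for H3K18cr and from −0.95 to −0.43 for H3K18ac across the fits that left out a replicate. With 3 pairs no such test can pass 0.05, so this says nothing of significance. The correlations between marks were 0.908 with DMSO and 0.865 with MS275 after division by the input. Leaving out a replicate gave 0.972 to 0.982 with DMSO and 0.973 to 0.981 with MS275 between marks, 0.967 to 0.971 between treatments for H3K18cr and 0.955 to 0.967 for H3K18ac. For H3K18cr between treatments, peaks with at least 10 reads in every library gave 0.97.

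The odds ratio of a rise near upregulated genes was 6.95 for H3K18cr with TMM-scaled values (two-sided Fisher's exact test, p = 0.137), where the call was lost. For H3K18ac with TMM-scaled values it was 6.84 (two-sided Fisher's exact test, p = 0.139), which did not pass, as in the main test. It was 2.17 with the 121 genes whose log2 fold change was at least 2 whatever their p. With the genes of the replicate block it was 2.00, and 3.10 with those genes and TMM-scaled values, both added later. Each of these 3 passed the threshold. Leaving out a replicate gave odds ratios from 7.16 to 18.6 for H3K18cr and from 7.86 to 18.6 for H3K18ac, where each H3K18ac fit passed the threshold. PAG1 has only 4 peaks, so 1 peak moves these odds ratios.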

Differences from the paper's values

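The paper states that gene expression changed with MS275. Without the replicate block, 1 gene, PAG1, was higher with MS275 at an adjusted p under 0.05 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) and 0 were lower, while 987 genes had an unadjusted p under 0.05. Of the alternatives set before the data were examined, the replicate block called 2151 genes, DESeq2 161, the test without a filter beyond 1 read 13 and edgeR with library totals 2.

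The legend of Fig. 5f, g describes a disproportionately larger number of peaks at upregulated genes that rise with MS275 than that fall. With the 4 peaks of PAG1, 4 rose in H3K18cr and 3 in H3K18ac. With the 121 genes whose log2 fold change was at least 2, a list set beforehand, 51.7% of 209 peaks rose in H3K18cr and 49.8% in H3K18ac, so more rose than fell in H3K18cr only, against 29.5% and 31.4% of the other peaks. With the 212 genes of the replicate block, a list chosen after seeing the values, 48.0% of 679 peaks rose in H3K18cr and 47.6% in H3K18ac. Read as a share above that of the other peaks (29.3% and 31.2%), the statement holds with this list. Read as more peaks rising than falling, it does not hold with this list. Peaks were not matched on their ratio of ChIP to input, on which the change depends, so a difference in this ratio stays open. With TMM-scaled values and the same genes, also chosen after seeing the values, 79.1% rose in H3K18cr and 80.1% in H3K18ac, against 56.0% and 56.4% of the other peaks. The statement then holds as a share above that of the other peaks. That more peaks rose than fell was also true of the other peaks and is in large part set by the scaling.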

Other observations

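The tests of background reads in the MS275 libraries, for each mark, of genes of a minority cell type, and of the S and G2-M phase list in the splits that part every pair were chosen after the results were seen; the other tests were set beforehand.

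Without the replicate block, 3 of the 35 splits of the 8 HCT116 RNA-seq libraries into groups of 4 gave at least 1 gene, the real split included. Without regard to the replicate numbers, the 1 gene of the real split is thus within what chance gives. The other splits gave up to 834 genes. Of these, only splits that kept both libraries of replicate 3 on the same side gave any, and splits that parted them gave 0. The real split also parts them, and no other split that does so matched its 1 gene. The 35 splits therefore do not decide whether that gene is due to chance. Among the 8 splits that part every pair, with the replicate block, 1 gave as many genes as the real split (2151), which is the real split itself, and the others gave 0. With 8 splits this share cannot fall below 0.05, so chance cannot be told apart here by the number of splits alone. Several technical explanations for the gap between the counts with and without the block were tested. Leaving out the mitochondrial genes gave 1 gene without the block. Leaving out replicate 3 gave 8 genes, and 1857 at an unadjusted p under 0.05 against 987 with all libraries. Replicate 3 may thus account for part of the gap, but alone it is argued against. A term for the libraries whose small counts are mostly odd gave 2 genes. A candidate explanation that stays open is a difference between replicate numbers shared by both treatments, as the block needs. In simulated data with such a batch, the test without the block recovered 0 of 200 changed genes. The size of that batch was chosen and not estimated from these libraries. The simulation thus shows that a batch can hide changes, not that the real one explains the gap.

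Over all tested genes, 804 (5.37%) had no overlap between the DMSO and MS275 libraries, compared with the 2.86% that chance gives for 4 against 4. The S and G2-M phase list of 50 genes was lower with MS275 by a median log2 of −0.05, with 36 of 50 genes lower in the fit without the block. The camera test gave p = 0.0268 there, but in a permutation of the libraries 17 of the 35 splits gave a camera p as small, so without regard to the pairs the call is within what chance gives. Among the 8 splits that part every pair, 1 gave a camera p as small without the block, which is the real split, and 2 of the 8 did with the block, the real split included. With 8 splits, chance stays open. With the replicate block the median was −0.07 and 34 genes were lower. The list passed 0.05 by camera and not by fry in the fit with the block and in the fit without it. No gene of the list passed without the block (0 adjusted over the list alone, 0 adjusted over all genes); with it, 25 passed adjusted over the list alone and 22 adjusted over all genes. The median difference within pairs was −0.12, −0.15, −0.01 and −0.15. The paper reports histone crotonylation over the cell cycle, not the expression of these genes.

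The real split of the 6 libraries gave more called peaks than the 9 others, which gave 0 peaks each, for H3K18cr (1 of 10 splits as large) and for H3K18ac (1 of 10). With 3 libraries against 3, the splits cannot exclude that the libraries differ by chance, since 1 of 10 is the smallest share. For the difference between marks in the MS275 effect, where the real grouping gave 0 peaks and 727 at an unadjusted p under 0.05, regroupings of the libraries decide nothing, since 100 of 100 must give at least as many. The rise near upregulated genes of the blocked list was largest in the real split for H3K18cr (1 of 10) and for H3K18ac (1 of 10).

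H3K18cr and H3K18ac fell over most peaks after MS275 relative to library totals, by a median log2 of −0.21 and −0.19. In single pairs the median was −0.34, −0.32 and −0.06 for H3K18cr and 0.11, −0.27 and −0.53 for H3K18ac, so H3K18ac did not fall over most peaks in replicate 1. Pairs here follow the replicate numbers, which were not shown to pair the ChIP-seq libraries. Another matching could change the values of single pairs and their SD. More background reads in the MS275 libraries would lower all peaks according to their ratio of ChIP to input. Such a gradient was seen across 5 groups of peaks formed by this ratio. From the lowest ratio to the highest, the median change went from 0.084 to −0.667 for H3K18cr and from 0.104 to −0.784 for H3K18ac. Peaks at TSS fell further than other peaks with the same ratio of ChIP to input, beyond what simulated mixtures of ChIP and input reads gave, by −0.181 (SD 0.0195, n = 3 pairs) for H3K18cr and −0.188 (SD 0.0872, n = 3 pairs) for H3K18ac. For H3K18ac this mean includes replicate 1, where the sum over peaks did not fall and the mixture held no added background (a DMSO ChIP share of 1.02), so that this pair tests nothing. In replicates 2 and 3 the difference was −0.256 and −0.336, and −0.0237 and −0.0927 in the mixtures. Background alone is thus argued against for the difference between TSS and other peaks, for H3K18ac from these 2 pairs only. Part of the fall over all peaks, and part of this difference, may still come from background. At the level of peaks a diffuse spread of the marks over the genome, which the paper proposes, would look alike. GC content was tested as another explanation by dividing the peaks into 5 groups of equal size by GC content. From the group with the lowest GC content to the highest, the median change went from −0.0823 to −0.401 for H3K18cr. For H3K18ac it went from −0.0734 to −0.404. Whether the lowest group is below 0 depends on the scaling, since TMM brought the medians over all peaks to 0.03 and 0.07. These medians therefore leave GC content open for the fall over all peaks. In each of the 5 groups TSS peaks fell further than other peaks for both marks. A change in GC content between the libraries is therefore argued against as the whole cause of the difference between TSS and other peaks.

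The paper reports by ChIP-qPCR that H3K18cr rose with MS275 over promoters including p21, PUMA and CLDN7, measured against input. In the ChIP-seq libraries, the peak at the CDKN1A (p21) TSS had 405 ± 57.7 scaled H3K18cr reads with DMSO (SD, n = 3) and 267 ± 15.6 with MS275 (SD, n = 3). The peak at the BBC3 (PUMA) TSS had 857 ± 53.0 (SD, n = 3) and 509 ± 42.9 (SD, n = 3), and that at the CLDN7 TSS, which also covers the neighbouring RP1-4G17.5, 797 ± 28.1 (SD, n = 3) and 409 ± 86.2 (SD, n = 3), a log2 change of −0.98 in H3K18cr and −1.16 in H3K18ac. There was no peak (0) within 1 kb of the ADAD1 TSS. These values are relative to the reads of each library and carry no measure of the total amount of the mark.

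In the colon RNA-seq libraries, the median of 15 colon epithelial genes was 881 to 1056 CPM, that of the 13 immune cell genes found (of 15) 2.94 to 3.08, and that of 12 stromal cell genes 0.979 to 1.6. An H3K18cr peak within 1 kb of a TSS was found for 13 of the 15 epithelial genes, 0 of the 13 immune genes, 1 of the 11 stromal genes among the expressed genes and 3 of the 3 class I HDAC genes. Some of the most highly expressed genes had no such peak, among them the goblet cell genes Spink4, Tff3 and Zg16, which were picked after their values were seen. A candidate explanation is that these genes are expressed in a minority of the cells, so that few chromatin copies carry the mark. From lists written for this test, 9 of 14 goblet cell genes had an H3K18cr peak, compared with 13 of 13 absorptive cell genes in the data (Fisher's exact test, two-sided, p = 0.0407), at median expression percentiles of 98.3 and 96.7. For H3K4me3 the numbers were 7 and 7 (Fisher's exact test, two-sided, p = 1), so the difference was not seen with that mark. Whether the marks differ from each other in this was not tested.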
